# Senescent Astrocytes Derived from Human Pluripotent Stem Cells Reveal Age-Related Changes and Implications for Neurodegeneration

**DOI:** 10.14336/AD.2024.0089

**Published:** 2025-06-12

**Authors:** Dongyun Kim, Seo Hyun Yoo, Gyu-Bum Yeon, Seung Soo Oh, Won-Ho Shin, Hoon-Chul Kang, Cheol-Koo Lee, Hyung Wook Kim, Dae-Sung Kim

**Keywords:** astrocytes, human pluripotent stem cells, cellular senescence, mitochondria, neurodegeneration, a cellular model of senescence

## Abstract

Astrocytes play a crucial role in maintaining brain homeostasis by regulating synaptic activity, providing metabolic support to neurons, and modulating immune responses in the central nervous system (CNS). During aging, astrocytes undergo senescence with various changes that affect their function and frequently lead to neurodegeneration. This study presents the first evidence of senescent astrocytes derived from human pluripotent stem cells (hPSCs). These senescent hPSC-derived astrocytes exhibited altered cellular and nuclear morphologies, along with increased expression of senescence-associated markers. Additionally, nuclear localization of NFκB, telomere shortening, and frequent signs of DNA damage were observed in these cells. Furthermore, senescent astrocytes showed defects in various critical functions necessary for maintaining a healthy CNS environment, including a reduced ability to support neuronal survival and clear neurotransmitters, synaptic debris, and toxic protein aggregates. Altered structural dynamics and reduced mitochondrial function were also observed in senescent astrocytes. Notably, treating hPSC-derived senescent astrocytes with chemicals targeting reactive oxygen species or an enzyme that regulates mitochondrial function can reverse senescence phenotypes. Thus, this study offers a valuable cellular model that can be utilized to investigate the mechanisms of brain aging and may present new avenues for discovering innovative therapeutic approaches for neurodegenerative diseases.

## INTRODUCTION

Astrocytes are the most abundant glial cells in the central nervous system (CNS) and provide support to and regulate neurons and oligodendrocytes. These cells help maintain CNS homeostasis by controlling extracellular ions, removing and releasing neurotransmitters, and participating in energy metabolism through carbohydrate and lipid storage and release processes. Working closely with microglia, immune cells in the CNS, astrocytes also contribute to the immune response by releasing cytokines and engaging in the phagocytosis of potential pathogens [1]. Astrocytes undergo significant changes in cellular structure and function as the brain ages. They exhibit reduced structural complexity, increased expression of genes associated with chronic inflammation, diminished ability to clear waste and neurotransmitters, and decreased support for neuronal function [2]. While certain characteristics are shared with the cells of tissues outside the CNS, others are unique to senescent astrocytes, often described as “astrosenescence” [3]. Notably, gene expression alterations in aging astrocytes are even more pronounced than in aging neurons [4]. These changes significantly affect the functions of neurons and oligodendrocytes and may underlie the age-related decline in cognitive and motor abilities seen in neurodegenerative diseases, such as Parkinson's and Alzheimer's disease (AD) [5, 6].

Developing cellular models for studying astrocyte senescence is crucial for various biomedical applications and valuable insights into age-related cognitive decline and neurodegenerative diseases. More importantly, it provides a unique platform for developing therapeutics for neurodegenerative diseases associated with aging. Traditionally, long-term *in vitro* cultures of acutely isolated cells or stimulation of primary cells with senescence-inducing cues such as oxidative stressors and proteasome inhibitors have been used to generate senescent astrocytes [7]. Recently, transgenic mouse models expressing senescence markers were developed to explore the effect of aging on cellular functions [8]. Single-cell RNA sequencing (RNAseq) has also assisted in identifying age-related changes in gene expression within astrocytes [8, 9]. However, these approaches mainly rely on animal systems, and the observed senescence phenotypes frequently lack consistency and are confined by the nature of the stimuli used [10]. Advancements in human pluripotent stem cell (hPSC) differentiation technology, encompassing both embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), have enabled the creation of models based on human astrocytes [11]. Due to the inherent immaturity of hPSC-derived cells, which poses challenges in using them as a cellular model for age-related diseases, significant efforts have been directed towards maturing them to a stage where disease-related phenotypes begin to emerge. Previous studies have focused on inducing cell aging by modifying genes associated with progeria onset or by manipulating the signaling pathways involved in aging [12]. For instance, a recent study successfully established a cellular platform to study the mechanisms underlying neurodegenerative diseases by utilizing a combination of small molecules that induce neuronal senescence [13]. In another recent study, astrocytes derived from fibroblasts of an aged donor displayed several senescence-related cellular features compared with those of a young donor [14]. However, this approach, which is currently the only study to generate human senescent astrocytes without genetic modifications or cell signal manipulations, is limited because the degree of senescence phenotypes observed in this method may vary depending on the age of the fibroblast donors, making it less ideal as a standardized platform for studying the cellular mechanisms of astrocyte senescence.

To overcome the numerous shortcomings of existing senescent astrocyte models, the present study introduces a novel senescence astrocyte model generated from hPSCs. Based on a robust and rapid differentiation paradigm for generating highly functional astrocytes [15], senescent astrocytes were induced without artificial genetic modification or manipulation of signaling pathways. The induced astrocytes exhibited conventional senescence phenotypes commonly seen in other cell types and displayed several key functional defects observed in astrocytes in aged human brains or brains of individuals with age-related diseases. Furthermore, this study demonstrates the potential of this model for use in identifying therapeutics that alleviate or delay astrocytic senescence. Given the diverse applications of hPSCs in biomedical sciences and the pivotal role of astrocytes in numerous age-related neurological diseases, this study provides a valuable cellular model for studying the biological mechanisms of astrocyte senescence and for developing therapies that mitigate age-related cognitive decline and neurodegenerative diseases.

## MATERIALS AND METHODS

### The culture and neural differentiation of hPSCs

This study used a human iPSC line (NL1) [15] and a human ESC line (WA01, also known as H1; WiCell, WI, USA). Most data presented here were obtained from the iPSC line unless specifically stated otherwise. hPSCs were cultivated in StemMACS™ iPS-Brew XF medium (Miltenyi Biotec, North Rhine-Westphalia, Germany) in Matrigel (Corning, NY, USA)-coated 6-well plates. Enzymatic passaging was used to expand the cells, which were supplemented with Y27632 (10 μM) (Millipore Sigma, MO, USA) to prevent cell death during passaging. Differentiation of hPSCs into neural precursor cells (NPCs) was performed using the dual-SMAD inhibition strategy as previously outlined with minor modifications [15]. Briefly, hPSCs were dissociated into individual cells and plated at 1 × 10^4^ cells/cm^2^ on Matrigel-coated plates in StemMACS™ iPS-Brew XF medium containing 10 μM Y27632. On the first day of NPC differentiation, the cells were cultured in StemMACS™ iPS-Brew XF medium containing 500 nM LDN193189 (Selleck Chemicals, TX, USA) and 10 μM SB431542 (Millipore Sigma); this culture condition was maintained for 10 days. Upon achieving >80% of total cells positive for SOX1 by day 10-11, the cells were identified as NPCs and employed for further differentiation into astrocytes or cryopreserved in liquid nitrogen for subsequent use.

### Production of lentivirus

Plasmids containing rtTA (Addgene catalog number 20342, MA, USA) or nuclear factor I B (NFIB) [15] were introduced into 293 FT cells with packaging vector pMDLg/pRRE, pRSV-Rev, and envelope pMD2.G (Addgene catalog numbers 12251, 1225, and 12,259, respectively) using Lipofectamine^®^ 3000 (Thermo Fisher Scientific, MA, USA) following the manufacturer's instructions. At 72 h post-transfection, the culture medium containing viral components was collected and concentrated using a Lenti-X concentrator (Takara, Kusatsu, Japan). Following titration, the concentrated viral particle suspension was divided into aliquots and preserved by freezing at -80 °C for future use. For consistent astrocyte production, an external service provider (VectorBuilder Inc., IL, USA) was also engaged in producing lentiviruses for NFIB overexpression in larger quantities.

### Differentiation of astrocytes from hPSC-derived NPCs

To induce astrocyte differentiation from NPCs, a previously described protocol was used with slight adjustments [15]. Briefly, newly differentiated NPCs were seeded onto a Matrigel-coated 6-well plate at 3 × 10^5^ cells/cm^2^ in NPC medium (DMEM/F12 medium supplemented with 1 × N2 and 1 × B27; Thermo Fisher Scientific) containing 20 ng/mL basic fibroblast growth factor (bFGF) (Prospec, Ness-Ziona, Israel). The next day, the cells were exposed to viruses and 1 μg/mL polybrene at a multiplicity of infection (MOI) of 1.0 in fresh NPC medium supplemented with 20 ng/mL bFGF. To enhance the transduction efficiency, spin infection was performed by centrifugation at 1000 × g for 1 h at room temperature. Following an 18-h incubation, the viral medium was replaced with fresh NPC medium containing 2.5 μg/mL doxycycline (DOX) to initiate NFIB expression. The addition of DOX marked the beginning of astrocyte differentiation, and the subsequent days were counted relative to this point. DOX was administered for 14 d. On day 1, the medium was replaced with NPC medium containing 10 ng/mL ciliary neurotrophic factor (CNTF) and 10 ng/mL bone morphogenetic protein 4 (BMP4) (both from PeproTech, NJ, USA). By day 3, the NPC medium was replaced with commercially available astrocyte medium (ScienCell, CA, USA), which was continued until day 14. Selection of cells infected by viruses was performed from days 1 to 14, utilizing 1.25 μg/mL puromycin (Thermo Fisher Scientific). At day 14, the cells were transferred to Matrigel-coated 6-well or 4-well plates at 3 × 10^4^ cells/cm^2^, and maintained in the astrocyte maturation medium (a mixture of DMEM/F12 and Neurobasal media (1:1) supplemented with 1 × N2, 1 × GlutaMAX™ supplement [Thermo Fisher Scientific], 1 mM sodium pyruvate [Thermo Fisher Scientific], 5 µg/mL heparin-binding epidermal growth factor-like growth factor [PeproTech], 0.5 mg/mL dibutyryl-cAMP [Millipore Sigma], 10 ng/mL BMP4, and 10 ng/mL CNTF) for an additional week, completing a standard 3-week differentiation period. For extended cultivation, astrocytes in the third week were grown under the same conditions for an additional 3 weeks or more without passaging. To assess their response to a mixture of inflammatory cytokines, astrocytes at the third and sixth weeks were exposed to 30 ng/mL tumor necrosis factor α (TNFα) (Cell Signaling Technology, MA, USA), 3 ng/mL interleukin-1α (IL-1α) (PeproTech), and 400 ng/mL Complement component 1q (C1q) (Millipore Sigma) for 72 h. In certain experiments, astrocytes between the fifth and sixth weeks were treated with an antioxidant cocktail (10 nM MitoTEMPOL [MT; Cayman Chemical, MI, USA] and 30 uM N-acetyl cysteine [NAC; Millipore Sigma]) for 1 week or with 10 uM SRT2104 (MedChemExpress, NJ, USA) for 3 days.

### Preparation of astrocyte-conditioned medium

At a given time point, the astrocytes were thoroughly washed with phosphate-buffered saline (PBS) (Thermo Fisher Scientific) and cultured in trophic factor-free conversion medium 2 (see below) for 24 h. Subsequently, the conditioned medium was collected and treated with cOmplete™ Mini Protease Inhibitor Cocktail (Roche, Basel, Switzerland). Cell debris was removed using a 0.45 μm syringe filter, and the medium was concentrated using 30 kDa Pierce™ Protein Concentrators (Thermo Fisher Scientific). The conditioned medium was aliquoted and stored at -80 °C for further use.

### Differentiation of hPSC-derived neurons

To differentiate hPSC-derived neurons from NPCs, NGN2 was overexpressed as described previously with minor modifications [15]. Briefly, freshly differentiated NPCs were plated on a Matrigel-coated 6-well plate at 3 × 10^5^ cells/cm² in NPC medium containing 20 ng/mL bFGF. The following day, the cells were infected with NGN2 viruses and 1 μg/mL polybrene at an MOI of 1.0 in fresh NPC medium containing 20 ng/mL bFGF. After 18 h of incubation, the virus-containing medium was replaced with conversion medium 1 (DMEM/F12 medium supplemented with 1 × N2 and 1 × NEAA) containing 10 ng/mL brain-derived neurotrophic factor (BDNF), 10 ng/mL glial cell-derived neurotrophic factor (GDNF) (both from Prospec), and 2.5 μg/mL DOX to induce NGN2 expression. The day on which DOX was added was designated as day 0. From day 1 onwards, conversion medium 2 (Neurobasal medium supplemented with 1 × B27 and 1 × GlutaMAX™) containing 10 ng/mL BDNF, 10 ng/mL GDNF, 2.5 μg/mL DOX, and 1.25 μg/mL puromycin was used. Positive selection for virus-infected cells was performed from days 1 to 5. On day 3, the cells were passaged onto Matrigel-coated 4-well plates at 3 × 10^4^ cells/cm². Finally, for 2 days, DOX, puromycin, BDNF, and GDNF were removed, and the cells were treated with astrocyte-conditioned medium at 50 μg/mL to assess its effects.

### Cell viability assays

Cell viability assays were performed using the Chromo-CK™ Cell viability assay kit (Monobio, Gyeonggi-do, Korea) according to the manufacturer's instructions. Briefly, the solution was added at 10% of the medium volume and incubated at 37 °C for 1 h. Subsequently, the culture medium was transferred to a 96-well plate and the absorbance was measured at 450 nm using a Multi-Detection Microplate Reader (HIDEX, Turku, Finland). Cells were cultured up to the eighth week, and the analysis was conducted weekly from the third to the eighth week.

### RNA isolation and real-time PCR

Total RNA was extracted using TRIzol^®^ (Thermo Fisher Scientific) according to the manufacturer's instructions. Total RNA (1 µg) was used for cDNA synthesis using the PrimeScript^®^ RT Master Mix (Takara). Subsequently, quantitative PCR (qPCR) was performed using the Power SYBR^®^ Green Master Mix (Thermo Fisher Scientific) on the StepOnePlus^®^ Real-Time PCR System (Thermo Fisher Scientific). Quantification was performed using the 2^-ΔΔCt^ method, where Ct represents the cycle value exceeding the detection threshold. The Ct values of specific marker genes were collected and normalized to β-actin levels. The expression levels in the experimental group were then compared to those in the control group and reported as 'relative expression'. The primer sequences used in this study are listed in Supplementary Table 1.

### Telomere length measurement

DNA from the astrocytes in the third and sixth weeks of culture was extracted using the G-DEX™ IIc Genomic DNA Extraction Kit (iNtRON Biotechnology, Gyeonggi-do, Korea) following the manufacturer's instructions. Telomere length was measured using a Relative Human Telomere Length Quantification qPCR Assay Kit (ScienCell) according to the manufacturer's instructions. A single-copy reference primer set targeting a 100 bp region of human chromosome 17 was used for data normalization. qPCR was performed using Fast SYBR^®^ Green Master Mix (Thermo Fisher Scientific) on a StepOnePlus^®^ Real-Time PCR System (Thermo Fisher Scientific). Quantification was performed using the 2^-ΔCt^ method, following the manufacturer’s recommendation.

### Glutamate uptake assay

At a given time point, astrocytes were thoroughly washed twice with HBSS (Thermo Fisher Scientific) and incubated in HBSS containing 100 μM glutamate for 2 h. Following incubation, the medium from the samples was collected and analyzed using a glutamate assay kit (Abcam, Cambridge, UK) according to the manufacturer's instructions.

### Synaptosome purification and in vitro engulfment assay

Synaptosomes were purified from mouse hippocampal tissues at postnatal day 1 using Syn-PER^®^ Synaptic Protein Extraction Reagent (Thermo Fisher Scientific) and labeled with pHrodo™ Red Microscale Labeling Kit (Thermo Fisher Scientific) following the manufacturer's instructions. At the third and sixth weeks, astrocytes were cultured with 0.35 μL of pHrodo-labeled synaptosomes for 24 h. After 1 day, a minimum of five images per well were captured from random areas of a 4-well plate. The normalized area of the pHrodo-labeled synaptosomes (fluorescent signal) was measured to calculate the extent of phagocytosis relative to the cell number.

### Amyloid beta (Aβ) oligomer uptake and degradation

The Aβ oligomers were generated using human Aβ (1-42) monomers (AnaSpec, CA, USA), as previously described [16]. Briefly, the Aβ monomers were dissolved in DMSO at 5 mM. To induce oligomerization, the peptide was added to DMEM/F12 medium to achieve a final concentration of 100 μM and then incubated at 4 °C for 24 h. The Aβ oligomers were subsequently added to astrocytes at a final concentration of 0.5 μM and incubated for 24 h to assess the astrocyte uptake capacity. For the degradation analysis, the cells were washed twice after 24 h of incubation and subsequently cultured for an additional 72 h.

### SA-β-gal staining

Senescence-associated-β-galactosidase (SA-β-gal) staining was performed as previously described [17]. Briefly, cells cultured in a 4-well plate were washed twice with PBS. Then, each well was treated with 500 μL of 2% paraformaldehyde and 0.2% glutaraldehyde in PBS for 5 min to perform fixation. Subsequently, 500 μL of SA-β-gal staining solution (X-gal) (Bioneer Inc, Daejeon, Korea) in dimethylformamide at 1 mg/mL, citric acid/sodium phosphate buffer (pH = 6.0) at 40 mM, potassium ferrocyanide at 5 mM, potassium ferricyanide at 5 mM, sodium chloride at 150 mM, and magnesium chloride at 2 mM, was added to each well. The plate was sealed with parafilm to prevent evaporation and incubated at 37 °C for 12 h in a CO_2_-free dry incubator. After washing the samples with PBS, they were incubated with 4′,6-diamidine-2′-phenylindole dihydrochloride (DAPI) (Roche) at 1 μg/mL in PBS for 5 min at room temperature to quantify the cell number. The images were captured using an inverted microscope (IX73) equipped with a digital camera (DP73) (both from Olympus, Tokyo, Japan).

### Reactive oxygen species (ROS) measurement

Total cellular ROS was measured using 2',7'-dichlorodihydrofluorescein diacetate (H2DCFDA) (Thermo Fisher Scientific), according to the manufacturer's instructions. Briefly, adherent cells were detached by treatment with Accutase (Thermo Fisher Scientific) and suspended. The suspended cells were then incubated with a final concentration of 10 μM H2DCFDA in PBS at 37 °C for 30 min. Similarly, to assess mitochondrial ROS levels, MitoSOX™ Mitochondrial Superoxide Indicators (Thermo Fisher Scientific) were utilized. The suspended cells were incubated with a final concentration of 5 μM MitoSOX™ in Dulbecco’s PBS at 37 °C for 15 min. After labeling, the cells were washed once and resuspended in PBS for flow cytometric analysis using a FACSymphony A1 instrument (BD Biosciences, NJ, USA). In total, 10,000 events were examined under each experimental condition.

### Measurement of mitochondrial membrane potential

To assess the mitochondrial membrane potential, JC-1 dye (MedChemExpress) was used. Briefly, the suspended cells were exposed to astrocyte maturation medium containing a final concentration of 200 μM JC-1 and incubated at 37 °C for 15 min. After labeling, the cells were washed once and resuspended in PBS for flow cytometric analysis using a FACSymphony A1 instrument. In total, 10,000 events were examined under each experimental condition.

### Analysis of mitochondrial morphology

Mitochondrial morphology was analyzed based on images of live cells stained with MitoTracker™ (Thermo Fisher Scientific) to visualize the mitochondria. The staining solution was prepared by adding a final concentration of 200 nM MitoTracker™ probe to the astrocyte maturation medium. Cells cultured in a 4-well plate had their media removed, and a pre-warmed (37 °C) staining solution was added to the wells. The cells were then incubated at 37 °C for 45 min. After staining, the cells were washed and fresh prewarmed astrocyte maturation medium was added. The images were captured using a fluorescence microscope (IX73) equipped with a digital camera (DP73). Subsequently, the acquired images were segmented at the cellular level and the mitochondrial network was quantified using the Mitochondria Analyzer plugin in ImageJ-Fiji (National Institutes of Health, MD, USA).

### Immunocytochemistry and lipid droplet staining

The cells were cultured in 4-well plates and fixed with 4% paraformaldehyde in PBS at room temperature for 15 min. After fixation, the cells were washed with PBS. If necessary, permeabilization was achieved using 0.05% Triton^®^ X-100 in PBS for 10 min. Subsequently, the cells were blocked with 2% bovine serum albumin in PBS for at least 1 h. Following the blocking step, the cells were incubated with primary antibodies overnight at 4 °C. After thorough washing with PBS, the samples were treated with appropriate secondary antibodies conjugated with fluorescent dyes (Alexa Fluor^®^ 488 or 568; Thermo Fisher Scientific) at room temperature for 30 min. Finally, the cells were exposed to DAPI at 1 μg/mL in PBS for 5 min to quantify the cell number. Isotype controls were utilized to distinguish background signals from specific staining. The images were captured using a fluorescence microscope (IX73) equipped with a digital camera (DP73). Primary antibodies used in this study were as follows: GFAP (rabbit, 1:1000; Dako, Glostrup, Denmark), S100β (mouse, 1:1000; Millipore Sigma), CD44 (rat, 1:100; Thermo Fisher Scientific), VIMENTIN (rabbit, 1:500; Cell Signaling Technology), LAMIN-B1 (LMNB1; rabbit, 1:1000; Abcam), p65 (rabbit, 1:1000; Abcam), γH2AX (rabbit, 1:1000; Cell Signaling Technology), β-amyloid (1-42) (rabbit, 1:1000; Thermo Fisher Scientific), cleaved caspase-3 (CC-3; rabbit, 1:400; Cell Signaling Technology), KI67 (rabbit, 1:2000; Leica Biosystems, IL, USA), MAP2 (rabbit, 1:1000; Millipore Sigma) and Tuj1 (mouse, 1:1000; BioLegend, CA, USA). Antibody catalog numbers used in this study are listed in Supplementary Table 2. For lipid droplet (LD) staining, the procedure followed the same steps as those of immunocytochemistry, including the blocking process. After blocking, the cells were stained with phalloidin (Alexa Fluor® 568; Thermo Fisher Scientific) for 45 min according to the manufacturer's instructions. Following phalloidin staining, the cells were washed with PBS and then incubated with BODIPY 493/503 (Thermo Fisher Scientific) at a final concentration of 1 μM in PBS at 37 °C for 15 min.

### Western blotting

Astrocyte lysates were prepared using RIPA lysis buffer containing a cocktail of protease and phosphatase inhibitors. Lysates containing equal amounts of protein (25 μg) were separated on 16.5% Mini-protean Tris-tricine Gels (Bio-Rad, CA, USA) and transferred onto polyvinylidene fluoride membranes (Millipore Sigma) using a Mini-PROTEAN III apparatus (Bio-Rad). The antibodies used were anti-p16^INK4a^ (mouse, 1:1000; Thermo Fisher Scientific) and anti-β-actin (mouse, 1:1000; Santa Cruz Biotechnology, TX, USA). The secondary antibody used was horseradish peroxidase-conjugated anti-mouse Immunoglobulin G (1:2000; Cell Signaling Technology). Protein bands were detected using an enhanced chemiluminescence reagent (ATTO, NY, USA).

### RNAseq and enrichment analysis of transcriptomic data

RNAseq was performed according to established protocols [15]. Briefly, the total RNA was submitted to E-Biogen Inc. (Seoul, Korea) for QuantSeq 3′ mRNA sequencing, targeting 10 million reads. Raw FASTQ files were trimmed using BBDuk (v38.92) [18] and transcript quantification was performed using Salmon (v0.6.0) [19] with the GENCODE v32 reference transcript. Matrices were generated from the quantified transcripts and imported into DESeq2 (v1.32.0), edgeR (v3.34.1), and limma (v3.48.3) for subsequent analysis using a standard pipeline [20-22]. A correlation plot and heatmap were created using ggplot2 (v3.3.0) and pheatmap (v1.0.0), respectively. Metascape analyses and Protein-Protein Interaction (PPI) network analyses were conducted using Metascape [23]. Gene expression comparisons related to glutamate uptake were conducted using the DESeq2 *plotCounts* function with the R-HAS-210455 gene set. Additionally, gene set enrichment analysis (GSEA) was performed using fgsea (v1.16.0) [24].

### Imaging analysis

Image analysis was conducted using ImageJ software (National Institutes of Health). The surface area of astrocytes was quantified after staining them with phalloidin. Using ImageJ, we obtained the total signal area (phalloidin-positive), which was then divided by the number of cells to determine the mean area of cells in each microscopic field. Each dot in the Figures represents the mean surface area of cells within a specific field. The quantification of NFκB p65 translocation involved defining nuclear regions of interest (ROIs) using DAPI staining masks. Meanwhile, staining masks for NFκB p65 were generated by subtracting the DAPI mask from the NFκB p65 mask to outline cytoplasmic ROIs. The nuclear localization of NFκB p65 was assessed by comparing fluorescence intensities between the nucleus and cytoplasm. The quantification of Aβ oligomer uptake and degradation analysis employed the astrocyte marker S100β to delineate internalized Aβ oligomers. The signal was quantified as the mean integrated density, which is the product of the area and mean intensity.

### Statistical analysis

Experiments were conducted in triplicate or more, and the data are presented as the mean ± standard error of the mean. Normality was determined using the Shapiro-Wilk test for samples with n < 30 and the Kolmogorov-Smirnov test for samples with n ≥ 30. Normally distributed data were analyzed using the Student’s *t*-test for comparisons between two groups or one-way analysis of variance followed by Tukey’s post-hoc test for comparisons involving more than two groups. Non-normally distributed data were analyzed using the Mann-Whitney U test for comparisons between two groups or Kruskal-Wallis test of variance followed by Dunn’s post-hoc test for comparisons involving more than two groups. Statistical significance was set at p<0.05. All details of the statistical analysis are summarized in Supplementary Table 3.

## RESULTS

### Extended culture of hPSC-derived astrocytes led to proliferation cessation and morphological changes resembling cellular senescence

Our differentiation method based on the overexpression of NFIB in hPSC-derived NPCs consistently generated a cell population that was highly enriched with those expressing conventional astrocyte makers, including GFAP, S100β, VIMENTIN, and CD44 in 3 weeks (98.57 ± 0.5% for GFAP, 98.70 ± 0.1% for S100β, 100% for VIMENTIN, and 99.56 ± 0.4% for CD44; Fig. 1A-H). To assess the long-term sustainability of the culture, the cells were grown under the same culture conditions (Materials and Methods) for 8 weeks without passaging. The colorimetric assay performed over eight weeks showed that the number of cells increased by the sixth week, after which growth was gradually retarded (Supplementary Fig. 1A). Throughout the extended culture period, most cells appeared healthy, and there was no significant difference in the percentage of apoptotic cells between the third and sixth weeks, as assessed by immunostaining for CC-3 (Supplementary Fig. 1B). Most cells strongly displayed immunoreactivity for astrocyte markers by the sixth week (99.0 ± 0.5% for GFAP, 98.3 ± 1.7% for S100β, 99.5 ± 0.5% for VIMENTIN, and almost 100% for CD44; Fig. 1A-H). Functionally, the cells exhibited preserved responsiveness to an inflammatory cytokine cocktail that induces reactive astrocytes [25]. The 6-week-old and 3-week-old astrocytes upregulated the expression of numerous reactive markers in response to the inflammatory cytokines to a similar extent, with the exception of *Complement component 3* (*C3*; Supplementary Fig. 1C-G). These findings indicate that an extended culture period of >6 weeks does not result in the loss of astrocytic characteristics. Instead, it leads to the proliferation cessation without causing significant cell death.

**Figure 1.**
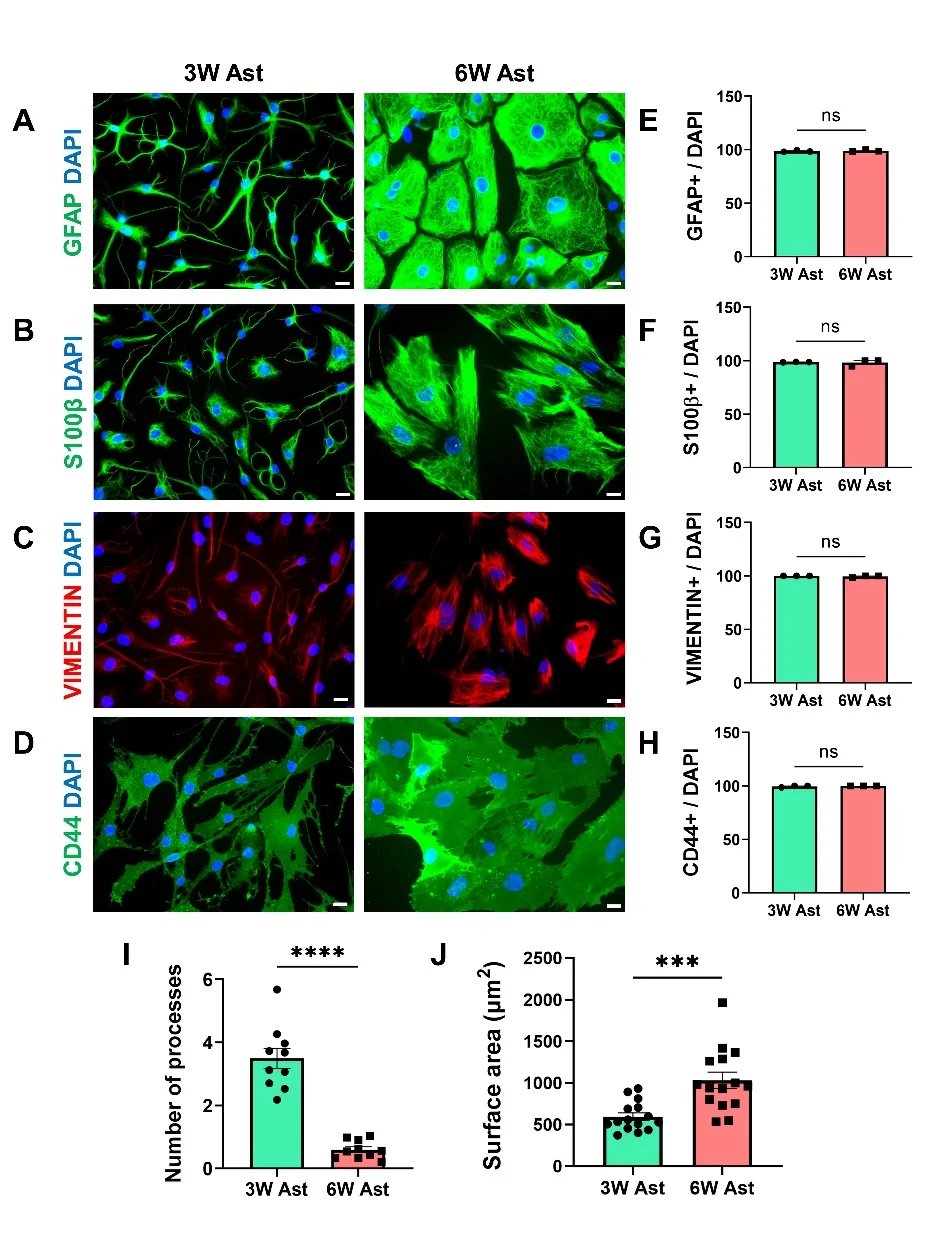
**Morphological changes in hPSC-derived astrocytes after extended culture**. (**A-D**) Representative immunofluorescence images of astrocytes for GFAP, S100β, VIMENTIN, and CD44 at the third and sixth weeks of differentiation. Scale bar, 10 µm. (**E-H**) Quantification of marker-positive cells at each culture time point. Each dot represents the mean percentage of positive cells in each batch of differentiation. Quantification was based on fifteen fluorescent images from three batches of differentiation, with five images per batch. (**I-J**) Comparison of the number of processes and surface area between the third and sixth weeks. Quantification was based on ten (I) to fifteen (F) fluorescent images obtained from three batches of differentiation. 3W Ast: 3-week-old astrocytes, 6W Ast: 6-week-old astrocytes. ns: not significant, ***p<0.001, and ****p<0.0001.

**Figure 2.**
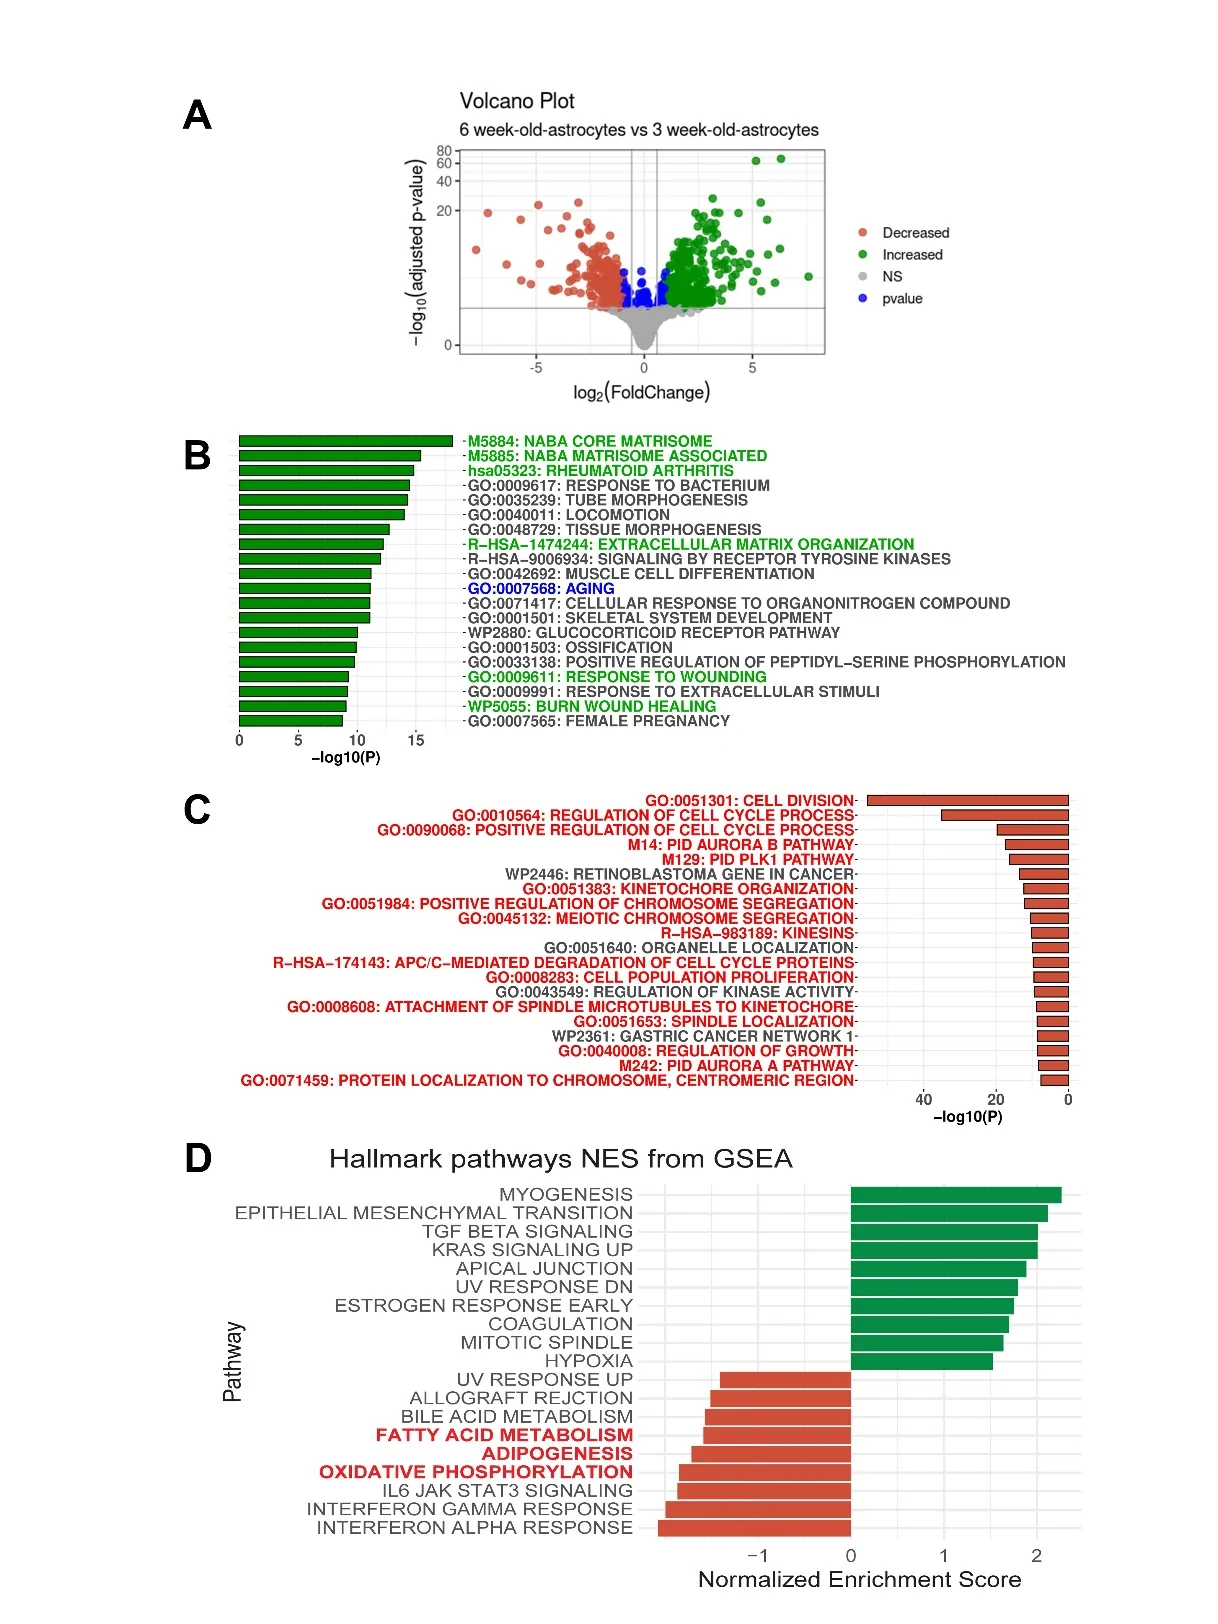
**Transcriptomic changes in astrocytes cultured for an extended period**. (**A**) Volcano plot displaying DEGs between astrocytes in the third and sixth weeks (|log2Foldchange|>1, adj.p<0.05). (**B**) The results of the Metascape analysis conducted on the upregulated DEGs primarily indicated associations with ECM composition and immune responses (highlighted in green). GO terms associated with aging were also identified (highlighted in blue). (**C**) The results of the Metascape analysis conducted on the downregulated DEGs primarily indicated associations with cell cycle (highlighted in red). (**D**) Gene Set Enrichment Analysis results using MSigDB Hallmark Gene Sets (q<0.02). The referred gene set in the manuscript is highlighted in red.

However, in the immunostaining images, a dramatic change in cellular morphology was noted with increased intensity of immunoreactivity for astrocyte markers between the third and sixth weeks. Furthermore, while the astrocytes at the third week displayed a typical morphology of astrocytes with star-shaped soma and multiple processes, those at the sixth week had flat and larger cell bodies with much fewer processes, a typical morphology of senescent astrocytes [26] (Fig. 1I-J). Similar morphological changes were also observed in cultures of astrocytes differentiated from human ESCs (Supplementary Fig. 2), suggesting that the morphological changes were not restricted to the human iPSC-derived astrocytes tested. In conjunction with the observed decelerated growth rate, these findings suggest that astrocytes may undergo a gradual transition towards cellular senescence during extended culture. Consequently, a series of experiments was designed to investigate whether extended culture induces senescence in hPSC-derived astrocytes.

**Figure 3.**
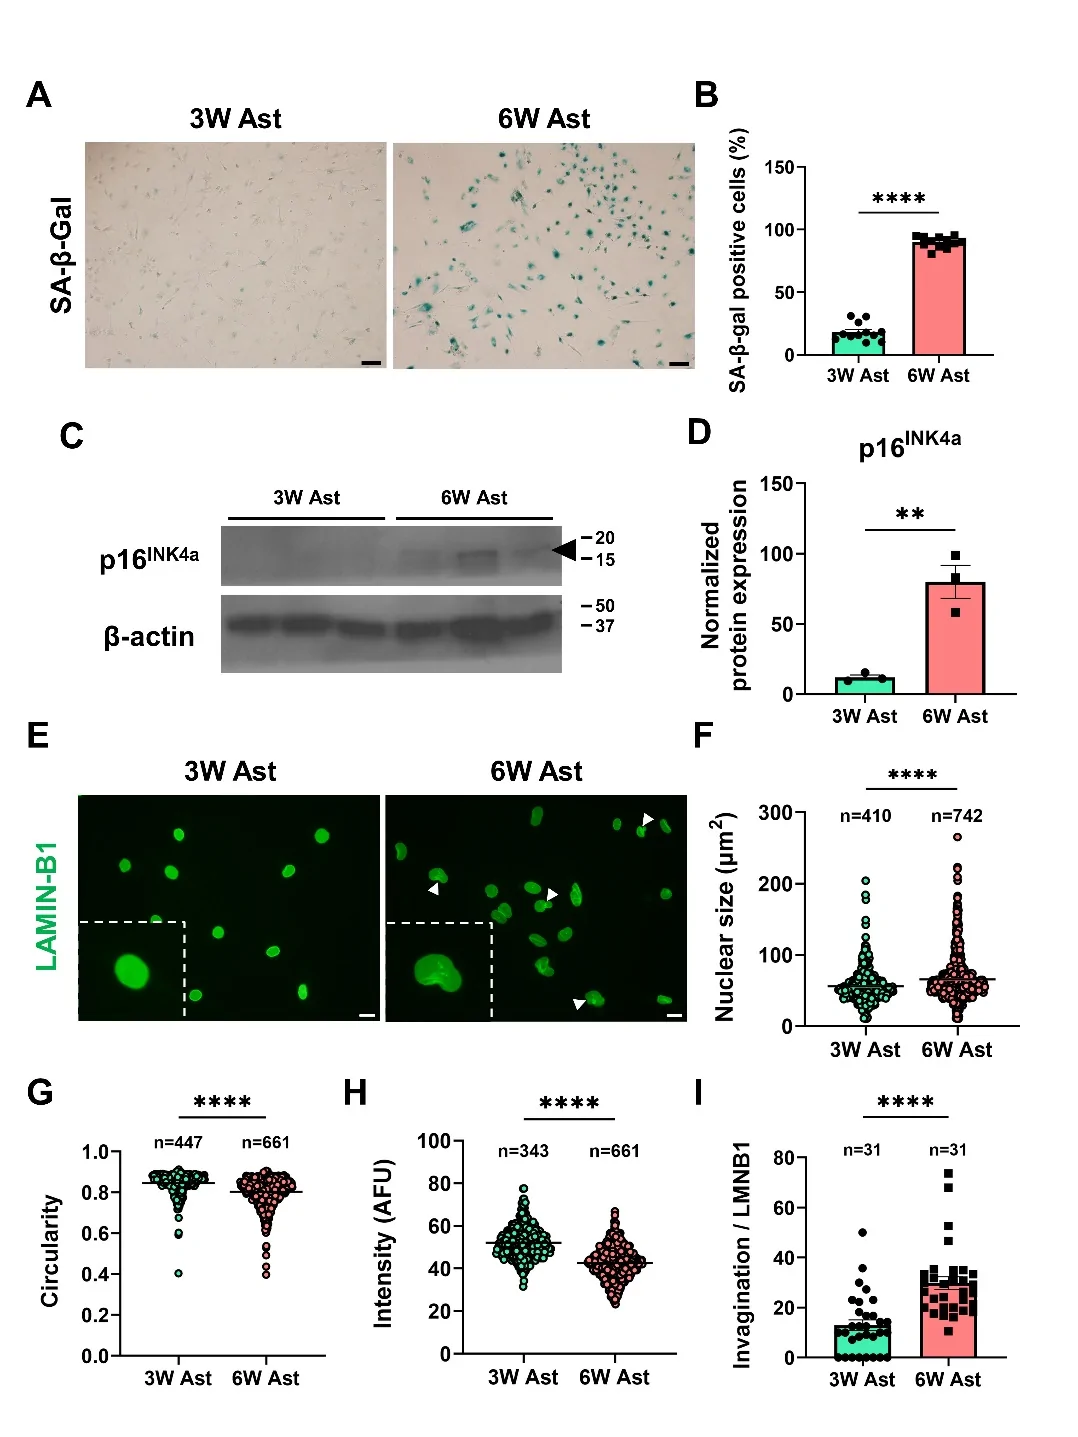
**hPSC-derived astrocytes cultured for an extended period exhibit senescent phenotypes**. (**A-B**) The culture of astrocytes at the sixth week of differentiation showed an increased number of SA-β-Gal -positive cells compared with that at the third week. Twelve microscopic fields from three independent batches of differentiation were randomly chosen from each group for image capture and quantification. Each dot represents the mean percentage of positive cells per image. Scale bar, 50 µm. (**C**) Western blot shows the increased expression of p16^lnk4a^ protein in astrocytes at the sixth week compared with those at the third week. (**D**) Normalized quantitation of p16^lnk4a^ protein expression shown in (C). The protein samples were obtained from three independent differentiations. (**E**) Representative immunofluorescence images of astrocytes for LMNB1 at the third and sixth weeks of differentiation. Arrowheads indicate nuclei with invagination. High magnification images of nuclei are shown in the insets. Scale bar, 10 µm. (**F-I**) Quantification and comparison of morphological parameters in astrocyte nuclei between the third and sixth weeks of differentiation. Each dot in (F)-(H) represents a value measured in a single cell, and the numbers of nuclei used in the assessment are indicated in each graph. Dots in (I) indicate the number of nuclei with invagination in each immunofluorescent image captured from three independent differentiations. Quantification in (F)-(I) was performed using at least ten images captured from immunofluorescent samples from three independent batches of differentiation. **p<0.01, ****p<0.0001.

### Extended-culture astrocytes exhibited altered gene expression patterns indicative of cellular senescence

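RNA from 3-week-old and 6-week-old astrocytes was compared in 3 libraries per time point. The sample labels give H1, a human embryonic stem cell line, for all 6 libraries. The paper's text does not name the line behind the RNAseq and states that most of its data came from NL1, a human induced pluripotent stem cell line. In QuantSeq 3′ mRNA sequencing, reverse transcription starts at the poly(A) tail, so that reads come from the 3′ end of each mRNA and the count of a gene does not scale with its transcript length. The authors trimmed the reads with BBDuk (v38.92) and estimated the number of reads per transcript with Salmon (v0.6.0) and the GENCODE v32 transcripts. These estimated counts were deposited for each library without normalization. The totals were 7264477, 6363366 and 4980198 reads in replicates 1, 2 and 3 of the 3-week-old astrocytes (median 6363366) and 6438655, 4785167 and 5152529 reads in those of the 6-week-old astrocytes (median 5152529). The paper's target was 10 M reads (M, mega), and the values here use the totals of the deposited counts. The estimated counts were summed over the transcripts of each gene in GENCODE v29 (GRCh38) and rounded to whole numbers. Between 0.966% and 1.07% of the reads of a library lay on transcripts outside v29 and were left out. After edgeR's filter on low counts, 13695 genes were compared with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. A gene was called at an absolute log2 fold change above 1 and an adjusted p below 0.05. Libraries of the same replicate number were treated as pairs in an alternative fit with the replicate number as a blocking factor. Gene sets were tested with camera, at a preset correlation between genes of 0.01, on 27 gene lists. The S phase and G2/M lists are those of the Seurat package. The other lists were written by hand for the terms the paper reports and for cell types, and stand in for GO terms and MSigDB Hallmark gene sets, which were not used here. The value given for a list is the median log2 fold change of its tested genes, and its p is adjusted over the 27 lists. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1.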

To investigate the molecular changes underlying the observed morphological alterations and growth arrest in astrocytes undergoing extended culture, RNAseq analyses were performed on samples from 3-week-old and 6-week-old astrocytes. 

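In a PCA of the 500 genes with the highest variance of log2 CPM, the first component held 56.1% of the variance and the second 24.1%. Along the first component, replicates 1 and 2 of the 3-week-old astrocytes lay at −42.56 and −41.40, and replicate 3 lay at 22.14. The 6-week-old astrocytes lay at 5.97, 13.07 and 42.79 in replicates 1, 2 and 3. The 3-week replicate 3 therefore fell between 6-week replicates 2 and 3, and the lowest 6-week library lay below the highest 3-week library (gap of −16.17). The overlap remained over all tested genes (gap of −30.26) and in the authors' normalized gene-level table (gap of −26.27). Along the second component, the 3-week-old astrocytes lay at −5.11, −8.68 and −30.95 and the 6-week-old astrocytes at 32.51, 20.49 and −8.26. The time points thus overlapped there as well (gap of −3.15), as they did along the second component of the authors' table (gap of −0.43). Over all tested genes, the second component held 25.3% of the variance, and the lowest 6-week library lay above the highest 3-week library (gap of 0.93). Over the 500 genes, the culture duration accounted for 42.1% of the variance along the first component and the replicate number for 52.5%. Along the second component these shares were 51.2% and 46.6%. The replicate number has more levels than the culture duration and takes a larger share by chance, so that the shares do not rank them.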

The samples exhibited distinct clustering based on the culture duration, as evident from principal component analysis (PCA). 

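Euclidean distances between libraries were computed on log2 CPM over the 13695 tested genes. The shortest lay between replicates 1 and 2 of the 3-week-old astrocytes, at 67.7, and between replicates 1 and 2 of the 6-week-old astrocytes, at 77.3. The 3-week replicate 3 was 123 and 120 away from 3-week replicates 1 and 2, and the library nearest to it was 6-week replicate 3, at 91.1. The 6-week replicate 3 was 109 and 94.7 away from 6-week replicates 1 and 2. Libraries of different time points were between 91.1 and 137 apart. Hierarchical clustering with complete linkage, divided into 2 clusters, put both replicate 3 libraries in one cluster and the other 4 libraries in the other. Divided into 3 clusters, it parted replicates 1 and 2 of the 3-week-old astrocytes from those of the 6-week-old astrocytes and left both replicate 3 libraries together.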

A heatmap using the Euclidean distance matrix between replicates also displayed hierarchical gene clustering for each sample (Supplementary Fig. 3A-B). These analyses verified sample robustness and underscored the distinct effect of culture duration on the astrocyte transcriptome. 

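The mean distance between libraries of different time points was 114 and that between libraries of the same time point was 98.5, a difference of 15.07. Of the 10 splits of the 6 libraries into 3 and 3, 2 reached it (exact permutation test, one-sided, p = 0.2, where 0.1 is the smallest p that 10 splits allow). With the mean of each replicate number removed, the difference was 35.77. Once these means are removed, the real split can be compared with those that also part all 3 pairs, a comparison chosen after the distances were seen, and these 3 gave 13.71, −3.99 and −3.35, where 4 splits cannot give a p below 0.25. Over the 500 most variable genes the difference was 12.65. Without 3-week replicate 3 the difference was 31.19, which 1 of 10 splits reached, and with each of the other 5 libraries left out in turn it lay between 10.60 and 13.10. Across genes, which are not independent replicates, the log2 expression of replicates of one time point correlated with r between 0.879 and 0.963. In 1143 genes every 6-week library lay above every 3-week library and in 1204 genes below, together 17.1% of the genes tested. The mean share over the 10 splits is 10%, but genes that move together can exceed it in a single split. Another split, with 6-week replicate 1 in place of 3-week replicate 3, had 1769 genes at an unadjusted p below 0.05, against 1529 in the real one. This limit holds for such shares of gene lists as well.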

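Of the 13695 genes tested, 6 were upregulated and 0 were downregulated in 6-week-old astrocytes at an absolute log2 fold change above 1 and an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1529 genes had an unadjusted p below 0.05. With the replicate number as a block, 126 genes were upregulated and 103 downregulated, among them all 6 of the first fit. The DESeq2 Wald test without the block gave 184 and 233. The alternative with the most calls, chosen after these counts were seen, was the DESeq2 Wald test with the block, which gave 354 and 294. Without 3-week replicate 3, 162 genes were upregulated and 242 downregulated, again with all 6. Without 3-week replicate 1, 2 of the 6 genes were called and no other, without 3-week replicate 2 none, and without 6-week replicate 2, 3 of the 6. Without 6-week replicate 1 there were 7 upregulated genes, 4 of them among the 6, and without 6-week replicate 3 there were 6 upregulated genes, 4 of them shared, and 1 downregulated gene.
AREG (amphiregulin, ENSG00000109321.10, chromosome 4 of GRCh38 from 74445134 to 74455009) had 43.9 ± 12.0 normalized counts (SD, n = 3) in 3-week-old and 1609 ± 296 (SD, n = 3) in 6-week-old astrocytes. Its log2 fold change was 5.20 (standard error 0.28, adjusted p = 0.00425, edgeR's quasi-likelihood test). FDCSP (chromosome 4, 70226071 to 70235252) rose from 19.2 ± 9.89 to 1481 ± 76.7 normalized counts (SD, n = 3 each), a log2 fold change of 6.29 (standard error 0.38, adjusted p = 0.00572, edgeR). MEDAG (chromosome 13, 30906191 to 30925572) rose from 42.4 ± 0.464 to 318 ± 54.6 (SD, n = 3 each), a log2 fold change of 2.90 (standard error 0.19, adjusted p = 0.00708, edgeR). TREM1 (chromosome 6, 41267926 to 41286719) had 3 or 4 reads in each 3-week library, and its log2 fold change of 5.85 (adjusted p = 0.0364, edgeR) rests on that low count. RAB27B (chromosome 18, 54717860 to 54895516) had a log2 fold change of 1.65, and HLA-DQB1 (chromosome 6, 32659467 to 32668383) one of 3.66 (both with adjusted p = 0.0342, edgeR). HLA-DQB1, with a mean of 49.7 reads, fell below the 50 reads set for naming a gene and was named after its values were seen. In each of the 6 genes every 6-week library lay above every 3-week library. None of their last 500 bases shares a 31-base sequence with another gene on the same strand, and 12.1% of those of HLA-DQB1 match the opposite strand of another gene.

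**Figure D1:**
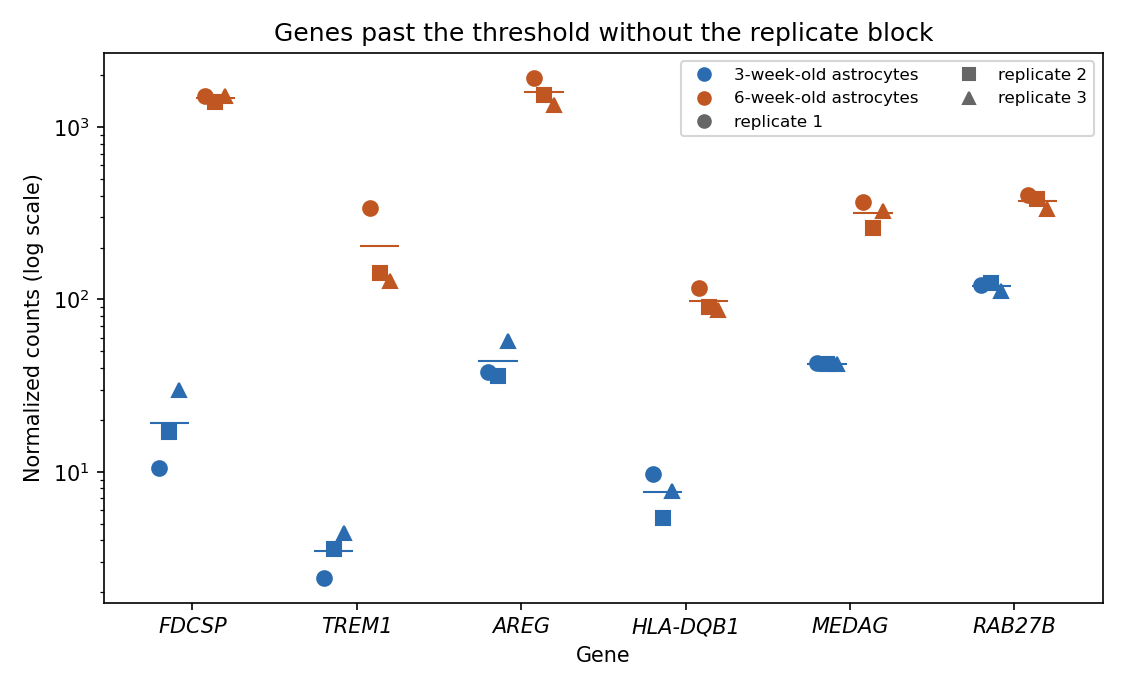
Normalized counts (log scale) of the 6 genes past the threshold without the replicate block. Circles, squares and triangles are replicates 1, 2 and 3 of 3-week-old astrocytes (blue) and 6-week-old astrocytes (orange), and lines are the means of 3 libraries. In each gene the 3 orange points lie above the 3 blue points.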

Examining differentially expressed genes (DEGs) between the 3-week and 6-week time points, 317 upregulated and 255 downregulated genes (|log2Foldchange|>1, adj. p <0.05) were identified (Fig. 2A). 

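The genes called in 6-week-old astrocytes were compared with hand-written lists for the extracellular matrix and for immune responses. Of the 6 upregulated genes, 1, AREG, belonged to a list at a claim, that for epithelial-mesenchymal transition (EMT) and wound healing, where 0.0223 were expected by chance (Fisher's exact test, two-sided, adjusted p = 0.644). None belonged to the lists for collagen chains, for other ECM genes or for inflammatory and immune responses, where between 0.0153 and 0.0258 were expected. So few calls cannot decide on a list. TREM1 and HLA-DQB1, which leukocytes express, are in none of these hand-written lists. Among the 126 genes upregulated with the replicate block were 5 of the 35 collagen chains tested (0.322 expected, Fisher's exact test, adjusted p = 0.000143), 8 of the 51 EMT and wound healing genes (0.469 expected, Fisher's exact test, adjusted p = 3.38e-07), 6 of the 54 inflammatory and immune genes (0.497 expected, Fisher's exact test, adjusted p = 0.000116) and 3 of the 59 other ECM genes (0.543 expected, Fisher's exact test, adjusted p = 0.0656). The 103 downregulated genes of that fit held 2 of the inflammatory and immune genes and 2 of the other ECM genes. In the DESeq2 Wald test without the block, the upregulated genes held 3 collagen chains (adjusted p = 0.0533, Fisher's exact test), 3 EMT and wound healing genes (adjusted p = 0.128, Fisher's exact test), 6 inflammatory and immune genes (adjusted p = 0.000738, Fisher's exact test) and 0 other ECM genes. The downregulated genes of that test held 5 inflammatory and immune genes (adjusted p = 0.0148, Fisher's exact test) and 7 other ECM genes (adjusted p = 0.000655, Fisher's exact test). The DESeq2 Wald test with the block was chosen after the number of called genes was seen. It called 11 other ECM genes higher (adjusted p = 2.1e-06, Fisher's exact test) and 6 lower (adjusted p = 0.0067, Fisher's exact test). Of the inflammatory and immune genes it called 11 higher (adjusted p = 9.39e-07, Fisher's exact test) and 7 lower (adjusted p = 0.000788, Fisher's exact test). It also called 10 collagen chains and 11 EMT and wound healing genes higher.
As whole lists over all 6 libraries, neither the other ECM genes nor the inflammatory and immune genes were past the threshold. The other ECM genes had a median log2 fold change of 0.09, with 31 of 59 genes higher in 6-week-old astrocytes (camera, adjusted p = 0.969, and between 0.0171 and 0.989 over 29 alternatives, of which 2 were below 0.05). Their median log2 ratio was above 0 in each pair, at 0.52, 0.16 and 0.06 in pairs 1, 2 and 3, a mean of 0.25 ± 0.24 (SD, n = 3 pairs). The median log2 fold change was above 0 in 27 of the 29 alternatives, with 0.57 without 3-week replicate 3 and 0.20 without 6-week replicate 2, and below 0 without 3-week replicate 2 (−0.12) and without 6-week replicate 3 (−0.22). With edgeR and no block, none of these genes passed the threshold over all genes tested, 6 higher and 10 lower ones had an unadjusted p below 0.05, and 3 passed when adjusted over the list alone, all lower. They were THBS4, BCAN and COMP, named after their values were seen. The inflammatory and immune genes had a median of −0.10, with 27 of 54 genes higher (camera, adjusted p = 0.969, and between 0.000979 and 0.989 over 29 alternatives). The median log2 ratio was −0.34, −0.54 and 0.64 in pairs 1, 2 and 3. The median log2 fold change was 0.19 without 3-week replicate 1 (adjusted p = 0.0455, camera), −0.32 without 3-week replicate 3 (adjusted p = 0.000979, camera) and −0.34, −0.16, −0.30 and −0.17 without 6-week replicates 1, 2 and 3 and 3-week replicate 2 in turn. Adjusted over the list alone, in edgeR without the block, 6 of these genes were higher and 5 lower. None passed over all genes tested in that fit, and 9 higher and 9 lower genes had an unadjusted p below 0.05. Among the 11, IL11, CXCL14 and PTGS2 were higher and C3 and TNFAIP2 lower, also named after their values were seen.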

Metascape analysis revealed that the upregulated gene sets were predominantly associated with extracellular matrix (ECM) composition and immune responses. Notably, the analysis revealed enrichment of genes associated with aging (GO:0007658: aging) among the upregulated DEGs (indicated in blue, Fig. 2B). Conversely, the downregulated genes were mainly associated with cell division and cell cycle processes, which aligned well with the growth arrest observed after week 6 (Fig. 2C). 

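A hand-written list of 69 genes stands in for the aging term, and 56 of them were tested. Their median log2 fold change was 0.04, with 29 genes higher and 27 lower in 6-week-old astrocytes, which was not past the threshold (camera, adjusted p = 0.229). With the replicate block the median was 0.10 (camera, adjusted p = 0.0266). Over 29 alternatives the adjusted p lay between 0.00196 and 0.887, and 4 were below 0.05. Within the 3 pairs of same-numbered libraries the median log2 ratio was 0.13 ± 0.07 (SD, n = 3 pairs). With 1 library left out, the median was 0.03 (3-week replicate 1), 0.16 (3-week replicate 3), 0.18 (6-week replicate 1), 0.15 (6-week replicate 2) and −0.04 (6-week replicate 3). With at least 10 counts required in every library it was −0.05. With edgeR and no block, no gene of the list was past the threshold, either over all genes tested or adjusted over the list alone, and 8 higher and 5 lower genes had an unadjusted p below 0.05. With the block, 4 of the 56 genes were among the upregulated ones, where 0.515 were expected (Fisher's exact test, two-sided, adjusted p = 0.00936). Among those of the DESeq2 Wald test were 4, where 0.752 were expected (Fisher's exact test, adjusted p = 0.0363). With the DESeq2 Wald test and the block, chosen after the number of called genes was seen, there were 7 (1.45 expected, Fisher's exact test, adjusted p = 0.00278). Over these fits the adjusted p thus reached from 0.00278 to 1, the value without the block in edgeR, where 0 of the 56 genes were called. With 6 genes called in that fit, 0.0245 of the list were expected, so that its count cannot decide.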

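Both cell cycle lists were lower in 6-week-old astrocytes. Of the 54 genes of the G2/M list, 53 were lower, with a median log2 fold change of −1.90 (camera, adjusted p = 5.41e-73). Of the 39 S phase genes tested, 35 were lower, with a median of −0.61 (camera, adjusted p = 1.41e-13). In 48 G2/M genes and 22 S phase genes every 6-week library lay below every 3-week library and in 1 S phase gene above. The mean over all splits is 10% of genes apart in either direction. Within pairs, the median log2 ratio was −1.83 ± 0.71 for the G2/M list and −0.62 ± 0.29 for the S phase list (SD, n = 3 pairs), and the decrease was seen in each pair. Leaving out each library in turn gave medians between −2.12 and −1.62 and between −0.83 and −0.55. With edgeR, its filter on low counts and no block, no gene of either list was past the threshold over all genes tested. In that fit, 49 G2/M and 18 S phase genes had an unadjusted p below 0.05, all lower. Adjusted over the list alone, 49 and 11 passed. The decrease was past the threshold in 26 of 29 alternatives for each list. The others were camera with an estimated correlation between genes, and fry and the estimated correlation in the fit with the replicate block. Over the alternatives the adjusted p reached 0.262 for the G2/M list and 0.301 for the S phase list. Of the 13 lists past the threshold with camera and the preset correlation, 6 were so with fry, namely the lists for S phase, G2/M, hypoxia and stress, the senescence-associated secretory phenotype (SASP), senescence regulators and pluripotency, and 0 with the estimated correlation, where the smallest adjusted p was 0.112.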

When the upregulated DEGs underwent PPI network analysis, two distinct networks emerged: one related to immune responses and the other related to collagen biosynthesis. Similarly, the downregulated DEGs brought about networks mostly involved in cell division and mitosis (Supplementary Fig. 3C-E).

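The interferon-stimulated genes, one of the lists written for the immune network, had a median log2 fold change of −0.12, with 23 of 53 genes higher (camera, adjusted p = 0.796, and between 0.0569 and 0.988 over 29 alternatives). The median log2 ratio was −0.46, −0.07 and 0.53 in pairs 1, 2 and 3, so that the pairs differed in direction. The median log2 fold change was 0.01 without 3-week replicate 1, −0.26 without 3-week replicate 3, −0.01 without 6-week replicate 2 and −0.23 without 6-week replicate 3. None of these genes was called with edgeR and no block, either over all genes tested or adjusted over the list alone. In that fit, 3 higher and 2 lower genes had an unadjusted p below 0.05. The DESeq2 Wald test with the block, chosen after the number of called genes was seen, called 1 of them higher. The enzymes that modify, cross-link and fold collagen were higher in 6-week-old astrocytes, with a median of 0.37 and 20 of 28 genes higher (camera, adjusted p = 0.00027, and between 3.28e-09 and 0.328 over 29 alternatives). Within pairs their median log2 ratio was 0.49 ± 0.31 (SD, n = 3 pairs), and without 3-week replicate 3 the median was 0.72. Adjusted over the list alone, 3 of them were higher, none passed over all genes tested, and 9 higher genes had an unadjusted p below 0.05. Among the upregulated genes of the fit with the replicate block were 2 of the 28 enzymes (0.258 expected, Fisher's exact test, two-sided, adjusted p = 0.0978), and among those of the DESeq2 Wald test were 3 (0.376 expected, Fisher's exact test, adjusted p = 0.0363). The DESeq2 Wald test with the block, chosen after the number of called genes was seen, also had 3 (0.724 expected, Fisher's exact test, adjusted p = 0.0895), and edgeR without the block had 0 (adjusted p = 1). Genes of the major histocompatibility complex (MHC) class II, a list chosen after the results were seen, rose together. All 12 tested were higher in every pair, and their median log2 ratio averaged 2.63 ± 0.59 (SD, n = 3 pairs). The interaction networks themselves were not analysed here.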

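With edgeR, its filter on low counts and no replicate block, no gene was called downregulated over all 6 libraries, cell cycle genes included. Among the 103 genes downregulated with the block were 22 of the 54 G2/M genes, where 0.406 were expected (Fisher's exact test, two-sided, adjusted p = 6.04e-32), and 4 of the 39 S phase genes, where 0.293 were expected (Fisher's exact test, two-sided, adjusted p = 0.00137). The 233 genes downregulated in the DESeq2 Wald test, also without the block, held 41 G2/M and 7 S phase genes (0.919 and 0.664 expected). No gene of either list was among the upregulated genes of these fits.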

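Hand-written lists for EMT and wound healing, TGF-β response, contractile and muscle genes, and hypoxia and stress response were tested between the time points. The EMT and wound healing genes had a median log2 fold change of 0.30 in 6-week-old astrocytes, with 32 of 51 genes higher (camera, adjusted p = 8.38e-05). Within pairs the median log2 ratio was 0.36 ± 0.14 (SD, n = 3 pairs). The median depended on single libraries, being 1.05 without 3-week replicate 3, 0.01 without 3-week replicate 2, 0.47 and 0.51 without 6-week replicates 1 and 2 in turn, and −0.13 without 6-week replicate 3. In the last of these fits camera's direction was still upwards (adjusted p = 0.0165, and between 2.41e-23 and 0.36 over 29 alternatives). The hypoxia and stress genes had a median of 0.26, with 38 of 53 genes higher (camera, adjusted p = 0.00022). Within pairs it was 0.35 ± 0.15 (SD, n = 3 pairs), and without 6-week replicate 2 the median was 0.40. In 12 of the 53 genes every 6-week library lay above every 3-week library and in none below. The mean over all splits is 10% in either direction.
The TGF-β response genes had a median of 0.19, with 18 of 30 genes higher, which was not past the threshold (camera, adjusted p = 0.114). With the replicate block the median was 0.39 (camera, adjusted p = 0.00104), and over 29 alternatives the adjusted p lay between 1.35e-07 and 0.751, with 9 below 0.05. Without 3-week replicate 3 the median was 0.65 (camera, adjusted p = 0.000979), without 6-week replicate 1 it was 0.27 (camera, adjusted p = 0.0469) and without 6-week replicate 2 it was 0.30 (camera, adjusted p = 0.0346). Without 3-week replicates 1 and 2 in turn it was 0.02 and 0.05, and without 6-week replicate 3 it was −0.01. The contractile and muscle genes had a median of 0.30, with 16 of 22 genes higher (camera, adjusted p = 0.229, and between 2.80e-08 and 0.861 over 29 alternatives, of which 9 were below 0.05). The median log2 ratio was −0.13, 0.38 and 0.84 in pairs 1, 2 and 3. Their median log2 fold change was 1.51 without a filter on low counts (camera, adjusted p = 0.000889), 1.18 without 3-week replicate 3, 0.20 without 3-week replicate 1 and −0.58 without 6-week replicate 3. It was 0.90 without 6-week replicate 1 (camera, adjusted p = 0.00311) and 0.77 without 6-week replicate 2 (camera, adjusted p = 0.0141). With edgeR and no block, AREG was the called gene among these lists. With the block, 3 TGF-β response genes were upregulated (0.276 expected, Fisher's exact test, two-sided, adjusted p = 0.0126) and 1 was downregulated, and 3 hypoxia and stress genes were upregulated (0.488 expected, Fisher's exact test, adjusted p = 0.0539). The DESeq2 Wald test called 0 TGF-β response genes higher and 1 lower, and 2 hypoxia and stress genes higher (adjusted p = 0.505, Fisher's exact test). With the block, that test was chosen after the number of called genes was seen. It called 5 hypoxia and stress genes higher (1.37 expected, Fisher's exact test, adjusted p = 0.0347). It also called 3 TGF-β response genes higher (adjusted p = 0.102, Fisher's exact test) and 2 lower. Adjusted over the list alone, 1 TGF-β response gene and 1 contractile gene were lower and no other gene of these lists besides AREG passed. Below an unadjusted p of 0.05 there were 15 higher hypoxia and stress genes, 3 higher and 2 lower TGF-β response genes, and 3 higher and 1 lower contractile genes.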

Consistent with these findings, GSEA revealed significant enrichment of gene sets associated with changes in cellular structure, such as tissue morphogenesis and wound healing, and stress responses. In contrast, gene sets associated with cell division, cell cycle progression, fatty acid metabolism, and oxidative phosphorylation were notably downregulated (Fig. 2D). These collective results, highlighting the significant downregulation of gene sets linked to cell cycle progression and the concurrent upregulation of genes associated with stress response, cellular structural changes, and ECM components, strongly indicate that astrocytes underwent phenotypic changes indicative of senescence during extended culture.

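The fatty acid metabolism list had a median log2 fold change of −0.18, with 49 of 69 genes lower in 6-week-old astrocytes, which was not past the threshold (camera, adjusted p = 0.115). The adjusted p lay between 0.00194 and 0.762 over 29 alternatives, and 7 were below 0.05. Without a filter on low counts the median was −0.20 (camera, adjusted p = 0.0233), without 3-week replicate 3 it was −0.27 (camera, adjusted p = 0.00194), and without 6-week replicate 2 it was −0.21 (camera, adjusted p = 0.042). Without 3-week replicate 2 it was −0.09. Within pairs the median log2 ratio was −0.16 ± 0.16 (SD, n = 3 pairs). No gene of the list was past the threshold with edgeR and no block, either over all genes tested or adjusted over the list alone. In that fit, 1 higher and 5 lower genes had an unadjusted p below 0.05. The DESeq2 Wald test with the block, chosen after the number of called genes was seen, called 2 genes of the list lower. With fgsea in place of camera and genes ranked by the signed root of edgeR's F statistic, the adjusted p was 2.46e-36 for the G2/M list, 2.79e-10 for the S phase list and 0.0562 for fatty acid metabolism, each lower in 6-week-old astrocytes. Nuclear-encoded subunits of oxidative phosphorylation were higher in the same ranking (fgsea, adjusted p = 6.62e-06). With genes ranked by log2 fold change, fgsea gave adjusted p values of 3.9e-23, 1.71e-05, 0.116 and 0.0374 for these 4 lists in the same order. The 13 mitochondrially encoded subunits were not past the threshold in either ranking (fgsea, adjusted p = 0.684 and 0.779).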

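Of the 27 lists tested, 8 were higher and 5 lower in 6-week-old astrocytes past the threshold (camera). With each library left out in turn, 14 or 15 lists were past it. The lists for G2/M, S phase, collagen chains, collagen-modifying enzymes, and hypoxia and stress moved in one direction in each pair and in each fit without 1 library. The medians of the inflammatory and immune, interferon-stimulated, fatty acid metabolism, lipid storage, and contractile and muscle lists, and those of both lists for oxidative phosphorylation, differed in direction between pairs. From the decrease of gene sets for cell cycle progression together with the increase of genes for stress response, cellular structure and ECM components, the paper reasons that the astrocytes went through phenotypic changes pointing to senescence. It relates the decrease of the cell division genes to the growth arrest after week 6 (Fig. 2C).

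**Figure D2:**
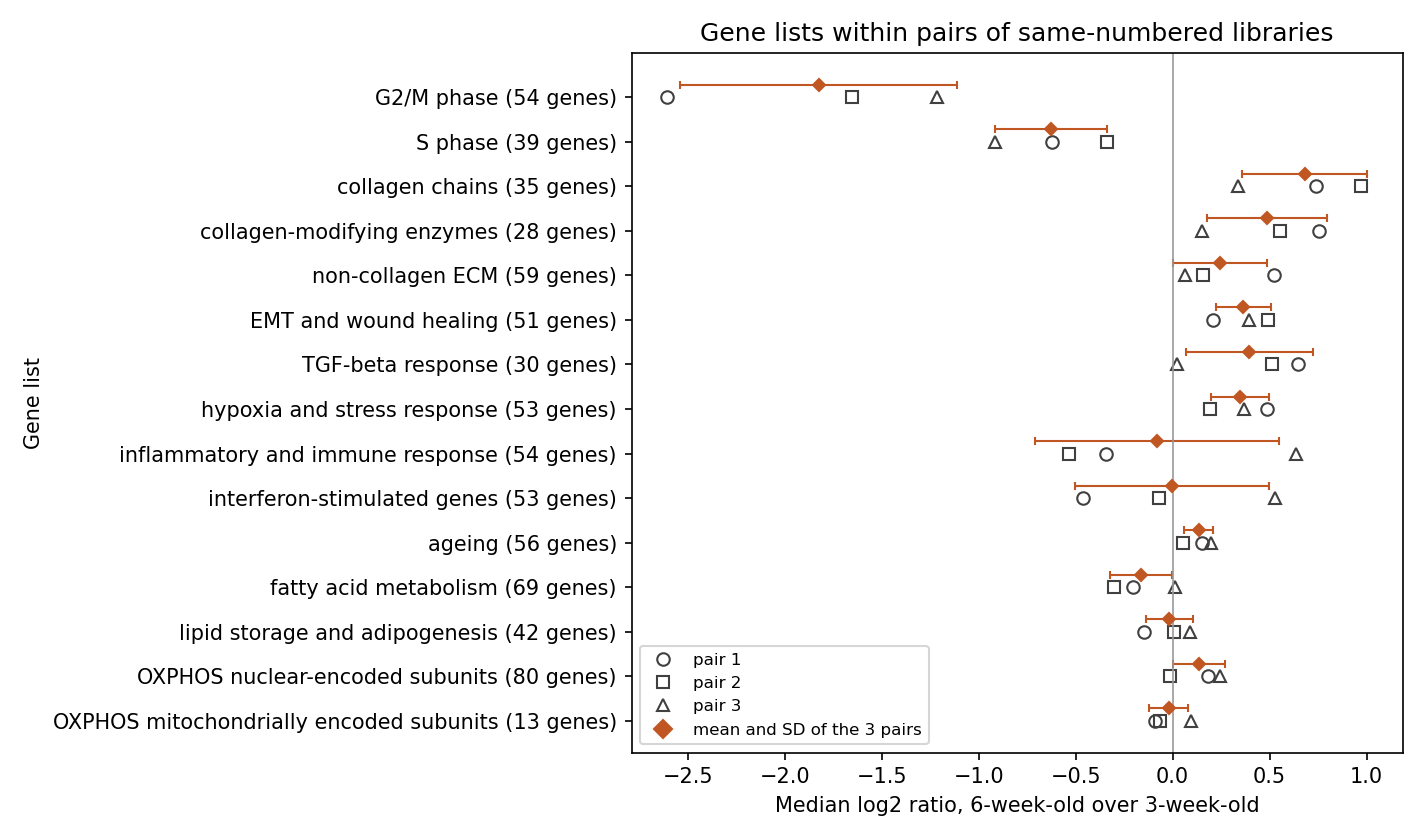
Median log2 ratio of 6-week-old over 3-week-old astrocytes for 15 gene lists within pairs of same-numbered libraries. Circles, squares and triangles are pairs 1, 2 and 3, and diamonds with bars are the mean and SD of the 3 pairs. The 3 pairs of the G2/M list lie between −2.61 and −1.21, and those of the collagen chains between 0.33 and 0.97.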

### Extended-culture astrocytes display senescence-related phenotypes

The SA-β-gal assay is widely used for detecting and measuring senescence in multiple cell types, including astrocytes [27]. The number of SA-β-gal-positive cells drastically increased from 18.2 ± 2.1% to 90.0 ± 1.3% among total cells when compared between the third and sixth weeks (Fig. 3A-B). A similar increase in the number of SA-β-gal-positive cells was observed in the cultures of human ESC-derived astrocytes (Supplementary Fig. 4). This finding suggests that astrocytes harboring endogenous lysosomal β-galactosidase accumulated during extended culture, demonstrating the prevalence of senescence in the culture. Consistent with this result, western blotting demonstrated that the protein level of p16^INK4a^, a tumor suppressor protein linked to cellular aging and senescence [28, 29] was significantly increased in the sixth week compared to that in the third week (Fig. 3C-D). The results of these conventional senescence assays provide strong evidence that most astrocytes undergo senescence during extended culture. Interestingly, both human ESC and iPSC-derived astrocytes showed a comparable level of positivity for SA-β-gal staining, suggesting that any potential epigenetic memory harbored by iPSCs was unlikely to be a significant contributing factor to the observed senescence-like phenotypes. Instead, it is plausible that the observed phenotypic changes were primarily driven by common molecular alterations during extended culture.

The nuclear lamina, a dense protein network critical for the structure and function of the nucleus, disintegrates with cellular aging, causing defective nuclear morphology [30-32]. Numerous studies demonstrated that the loss of LAMIN-B1(LMNB1), a major component of the nuclear lamina, is a critical contributor to defective nuclear morphology and is a hallmark of senescent cells, including astrocytes [33, 34]. To examine whether this phenomenon occurred during extended culture, the nuclei were visualized by immunofluorescence staining with an antibody against LMNB1. The nuclei of 6-week-old astrocytes were significantly larger and less spherical than those of 3-week-old astrocytes (Fig. 3E-G). The intensity of LMNB1 immunoreactivity was significantly lower in 6-week-old astrocytes than in 3-week-old astrocytes, indicating the downregulation of LMNB1 (Fig. 3E and H). Furthermore, the astrocyte culture in the sixth week showed more aberrant and invaginated nuclei than those in the third week (Fig. 3E and I). Collectively, astrocytes cultured for an extended period exhibited defective nuclear morphology typical of senescent astrocytes, and this defect was likely due to LMNB1 downregulation.

Previous studies have demonstrated that senescent cells notably increase the expression of genes encoding inflammatory molecules and enzymes that degrade or remodel the ECM; this is known as the senescence-associated secretory phenotype (SASP) [35]. This phenotype implicates senescent astrocytes in chronic neuroinflammation and neurodegeneration in the aged brain [36, 37]. Quantitative gene expression analysis revealed that the astrocytes at the sixth week upregulated several genes encoding both cytokines (*IL-1β*, *IL-8*) and metalloproteases (*MMP-3*, *MMP-9*), compared to those at the third week (Fig. 4A-D). Previous studies demonstrated that cellular signaling mediated by NFκB acts on the upstream of SASP [38-40]. Indeed, the immunoreactivity for NFκB p65 was more localized in the nuclei of 6-week-old astrocytes than in those of 3-week-old astrocytes (Fig. 4E-F).

**Figure 4.**
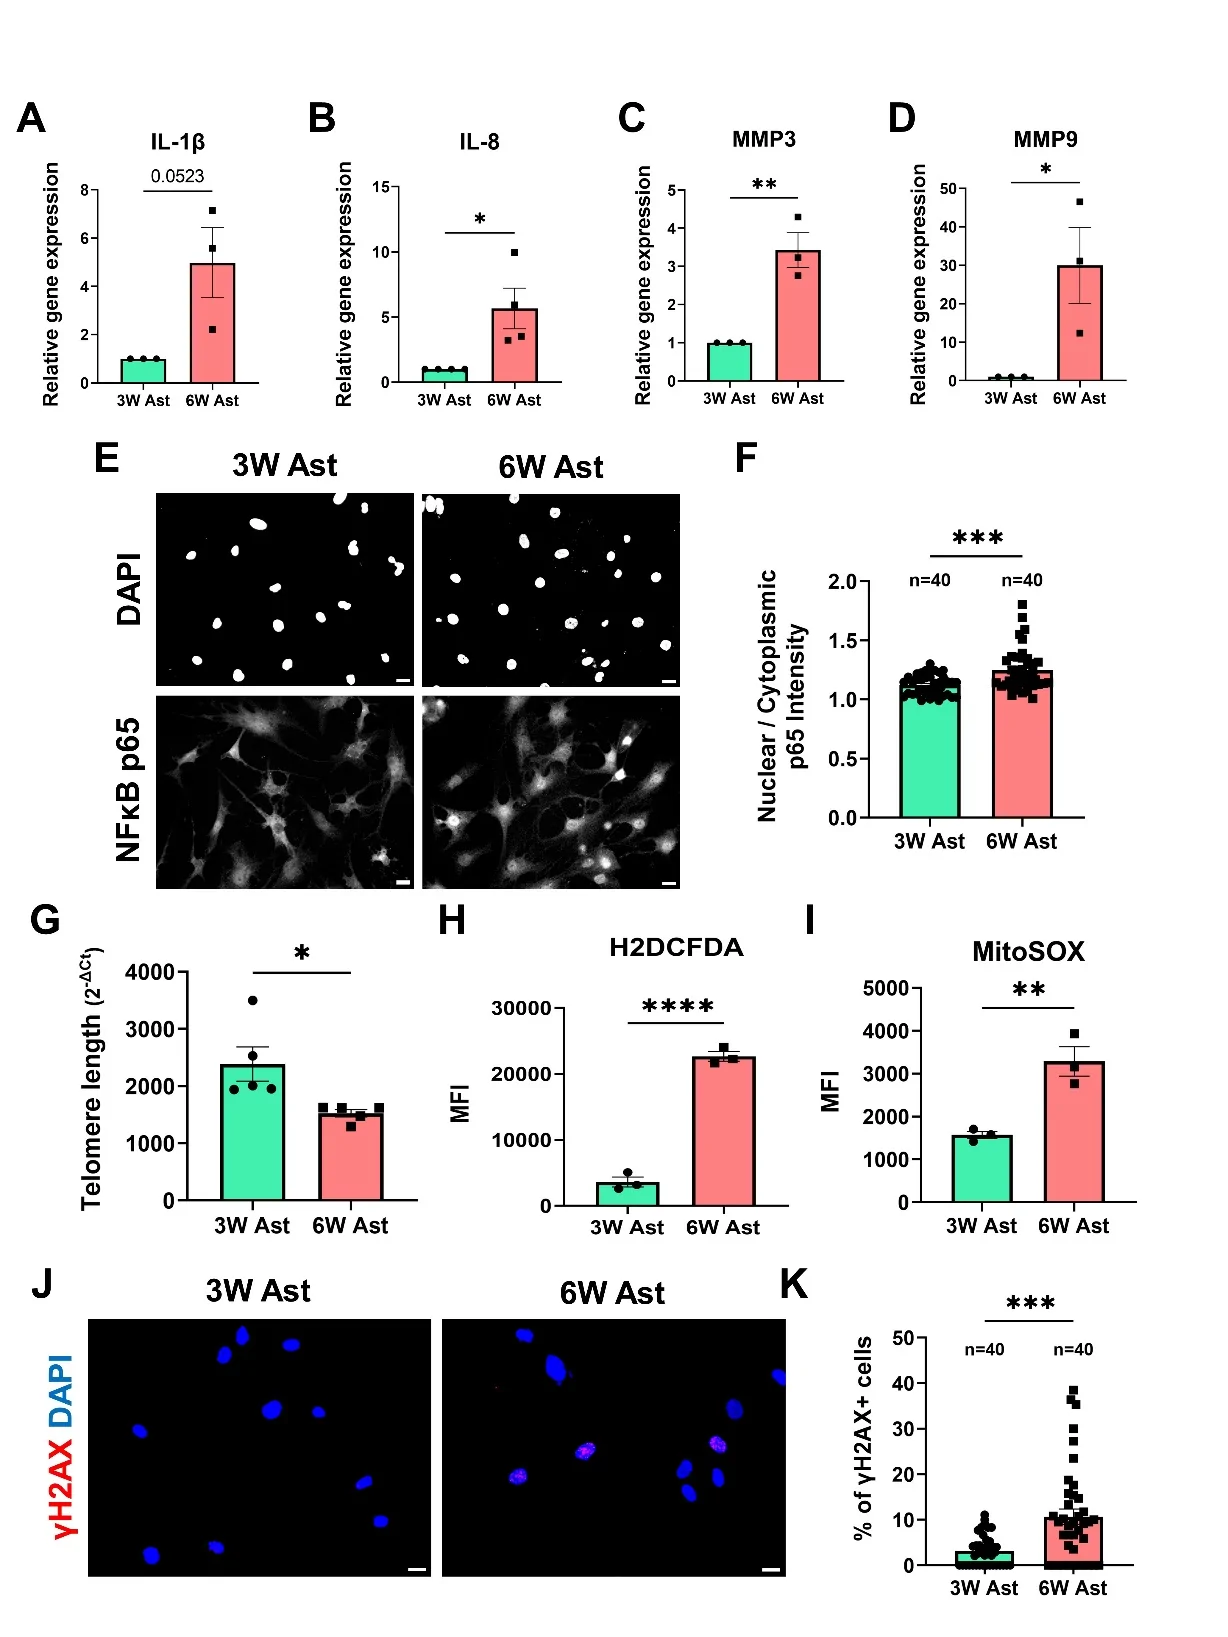
**Extended-culture astrocytes display senescence-related phenotypes**. (**A-D**) Quantitative gene expression analysis for SASP genes. Data were obtained from three to four batches of differentiation. (**E**) Representative immunofluorescence images for NFκB p65 and DAPI in astrocytes at the third and sixth weeks. Scale bar, 10 μm. (**F**) Quantification of NFκB p65 nuclear localization. The value was measured by dividing the integrated fluorescence intensity masked to DAPI by the total fluorescence intensity of NFκB p65, as described by a previous report [98]. Forty immunofluorescent images from four batches of differentiation were used for quantification. Each dot represents the value obtained from each image. (**G**) The relative telomere length of astrocytes at the third and sixth weeks. The length was measured using quantitative PCR with a primer set targeting telomere, and the data are presented as 2^-ΔCt^. Data were obtained from five batches of differentiation. (**H**) Measurement of total cellular ROS in astrocytes at the third and sixth weeks using H2DCFDA. (**I**) Measurement of mitochondrial ROS in astrocytes at the third and sixth weeks using MitoSOX™. The assays in (H)-(I) were performed in triplicate using three independent differentiations. MFI: mean fluorescence intensity. (**J**) Representative immunofluorescence images for γH2AX in astrocytes at the third and sixth weeks. Scale bar, 10 μm. (**K**) Quantification of γH2AX-positive cells in astrocytes at the third and sixth weeks. Forty immunofluorescent images obtained from four independent differentiations were utilized for quantification. Each dot represents the percentage of positive cells in each image. ns: not significant, *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

Senescence of mammalian cells in primary culture is typically attributed to telomere attrition, because somatic cells lack active telomerase, which can replenish the shortened telomeres that occur with each cell division [41, 42]. Thus, the possibility that astrocytes undergo senescence due to telomere shortening during extended culture was investigated. As shown in Fig. 4G, the PCR-based measurement demonstrates a substantial reduction (30%) in telomere length in the 6-week-old astrocytes compared to their 3-week-old counterparts. This finding suggests that telomere attrition contributes to the manifestation of senescent phenotypes in 6-week-old astrocytes.

Oxidative stress caused by ROS has long been associated with cellular senescence [43]. Previous studies have demonstrated that senescence can be induced by treating astrocytes with chemical agents that cause ROS (e.g., H_2_O_2_), and the sensitivity of astrocytes to ROS-inducing agents is even greater than that of fibroblasts [7]. Thus, we examined whether the levels of cellular and mitochondrial ROS were associated with differences in senescence-related phenotypes observed between 3-week-old and 6-week-old astrocytes. Labeling with H2DCFDA, a chemically reduced form of fluorescein, and MitoSOX™, a mitochondria-targeted superoxide indicator, were used to measure the levels of cellular and mitochondrial ROS, respectively. The results showed significant increases in both cellular and mitochondrial ROS in astrocytes at week 6 than those at week 3 (Fig. 4H-I). Increased ROS levels can cause oxidative damage to various macromolecules, including DNA, in the context of cellular senescence [44, 45], and disintegration of the nuclear lamina can also cause DNA damage [46]. Indeed, immunofluorescence staining revealed more frequent γH2AX foci, an early cellular indicator of DNA damage [47], in 6-week-old-astrocytes than in 3-week-old-astrocytes (Fig. 4J-K). Collectively, it is likely that DNA damage associated with telomere attrition, oxidative stress, or both underlies the observed increase in p16^INK4a^ expression and SASP. These two mechanisms influence each other and participate in initiating and propagating senescence-related phenotypes [48-50].

### Senescent astrocytes derived from hPSCs display functional defects associated with neurodegenerative pathology

Astrocyte senescence has significant implications for several neurodegenerative diseases [3, 51]. As described above, senescent astrocytes may create an environment of chronic low-grade inflammation via the SASP. In addition to the SASP, possible functional defects in senescent astrocytes that may negatively impact CNS homeostasis were investigated.

Senescent astrocytes have a reduced capacity to regulate neurotransmitter levels in the CNS, which can lead to imbalances in neurotransmitter concentrations, thereby affecting synaptic transmission and impairing overall brain function [52, 53]. In particular, the ability of astrocytes to regulate glutamate levels in the synaptic cleft and extracellular space is crucial for maintaining homeostasis in the CNS as it enables proper neuronal function and prevents glutamate excitotoxicity [54]. Studies have shown that aged astrocytes exhibit dysregulated expression of genes encoding glutamate transporters and impaired glutamate uptake [52, 55]. Therefore, whether the ability of astrocytes to take up glutamate diminishes as they become senescent was investigated. As shown in Fig. 5A, astrocytes in the sixth week take up approximately half the amount of glutamate than that of astrocytes in the third week, indicating a reduced ability to eliminate extracellular glutamate. 

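A hand-written list of 24 genes for glutamate uptake and metabolism was compared between 6-week-old and 3-week-old astrocytes in the RNAseq data, and 16 of them were tested. The gene set that the paper's methods name for this comparison was not used here. Of these, 10 were higher and 6 lower at 6 weeks, with a median log2 fold change of 0.19 (camera, adjusted p = 0.367, and between 0.13 and 0.959 over 29 alternatives). The median stayed above 0 in all 29 alternatives, and was 0.32 without 6-week replicate 2 and 0.12 without 6-week replicate 1. Within pairs it was 0.12 ± 0.11 (SD, n = 3 pairs). No gene was past the threshold with edgeR and no block, either over all genes tested or adjusted over the list alone. In that fit, 2 higher and 2 lower genes had an unadjusted p below 0.05. With edgeR and the block, 1 gene was called higher. The DESeq2 Wald test with the block, chosen after the number of called genes was seen, called 1 higher and 1 lower. In 4 genes every 6-week library lay above every 3-week library and in 3 below, where the mean over all splits is 10% in either direction.
The genes parted in this way downwards were SLC1A3, which encodes the glutamate transporter EAAT1, GLUL, which encodes glutamine synthetase, and the glutamine transporter SLC38A1. SLC1A3 fell from 104 ± 19.2 to 46.7 ± 21.5 normalized counts (SD, n = 3 each), a log2 fold change of −1.15 (standard error 0.37, adjusted p = 0.312, edgeR's quasi-likelihood test). It was lower in each pair, at −1.58, −1.27 and −0.75 in pairs 1, 2 and 3. With the block it was −1.22 (adjusted p = 0.0833, edgeR). The DESeq2 Wald test with the block, chosen after the values were seen, gave −1.23 (adjusted p = 0.0399, DESeq2). Over the alternatives its adjusted p reached 0.869. GLUL fell from 269 ± 63.3 to 172 ± 11.4 (SD, n = 3 each), a log2 fold change of −0.65 (standard error 0.21, adjusted p = 0.307, edgeR). SLC38A1 had a log2 fold change of −0.83. Parted upwards were SLC1A1, which encodes the transporter EAAT3, SLC38A5, GOT1 and GOT2, with log2 fold changes of 2.32, 1.65, 0.38 and 0.28. SLC1A1 had at most 6 reads and SLC38A5 at most 8 in a 3-week library, and 5.96% of the 31-base sequences of SLC38A5 are shared with another gene. The cystine and glutamate exchanger SLC7A11 had a log2 fold change of 2.11 (adjusted p = 0.522, edgeR), which was 2.73 with the replicate block (adjusted p = 0.0435, edgeR), 4.36 without 3-week replicate 3 (adjusted p = 0.0412, edgeR) and 1.27 without 6-week replicate 3. Its adjusted p lay between 4.43e-09 and 0.852 over the alternatives. GPT2 had a log2 fold change of 0.48, which was 0.81 without 3-week replicate 3 (adjusted p = 0.0481, edgeR, and up to 0.887 over the alternatives). The log2 fold changes of SLC1A4, GLUD1 and SLC25A22 were −0.53, −0.16 and −0.24. Those of SLC38A2, SLC25A13 and SLC25A12 were 0.32, 0.09 and 0.05. SLC1A4 ranged from −1.06 without 6-week replicate 3 to −0.015 without 3-week replicate 3. With 1 library left out, GLUD1 ranged from −0.25 to −0.08 and SLC38A2 from 0.16 to 0.53. Without 1 library the direction reversed for SLC25A22 (0.01 without 6-week replicate 3), SLC25A13 (−0.10 without 3-week replicate 1, −0.08 without 6-week replicate 1) and SLC25A12 (−0.11 without 6-week replicate 1, −0.01 without 3-week replicate 2 and without 3-week replicate 3).

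**Figure D3:**
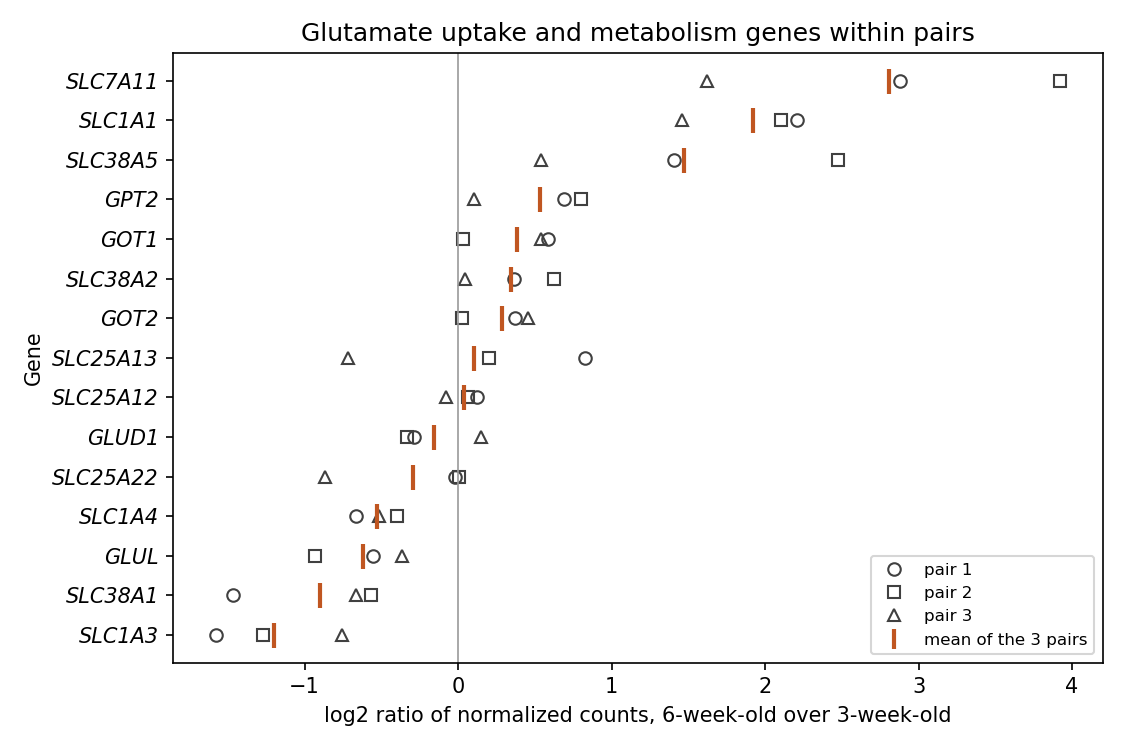
The log2 ratio of normalized counts, 6-week-old over 3-week-old astrocytes, of the genes for glutamate uptake and metabolism named in the text. Circles, squares and triangles are pairs 1, 2 and 3 of same-numbered libraries, and orange bars are the means of the 3 pairs. SLC1A3 lies between −1.58 and −0.75 and SLC1A1 between 1.46 and 2.21.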

Consistent with this result, the levels of transcripts encoding various proteins related to glutamate uptake and metabolism were lower in the 6-week-old astrocytes than in the 3-week-old astrocytes (Supplementary Fig. 5). The observed impairment in the ability to take up glutamate further supports the idea that senescent astrocytes may contribute to the glutamate imbalance observed in aged brains [56].

Astrocytes exhibit phagocytic activity in synapses, which contributes to neuronal circuit refinement [57]. A previous study showed that this ability was decreased in the brains of aged *Drosophila* because of the reduced level of a key protein necessary for this ability (i.e., Draper) [58]. A similar functional decline in astrocytes may occur in the aged mammalian brain, contributing to impaired synaptic homeostasis [57]. To test whether astrocytes lose their phagocytic activity in synapses, they were fed synaptosomes isolated from postnatal mouse brains conjugated with pHrodo™ Red, a pH-sensitive fluorescent indicator that emits a red color only when phagocytosed. The results showed a significantly decreased number of phagocytic astrocytes in the sixth week compared to that in the third week (Fig. 5B), indicating a decrease in phagocytic activity, which is another important implication of senescent astrocytes in disturbing CNS homeostasis.

**Figure 5.**
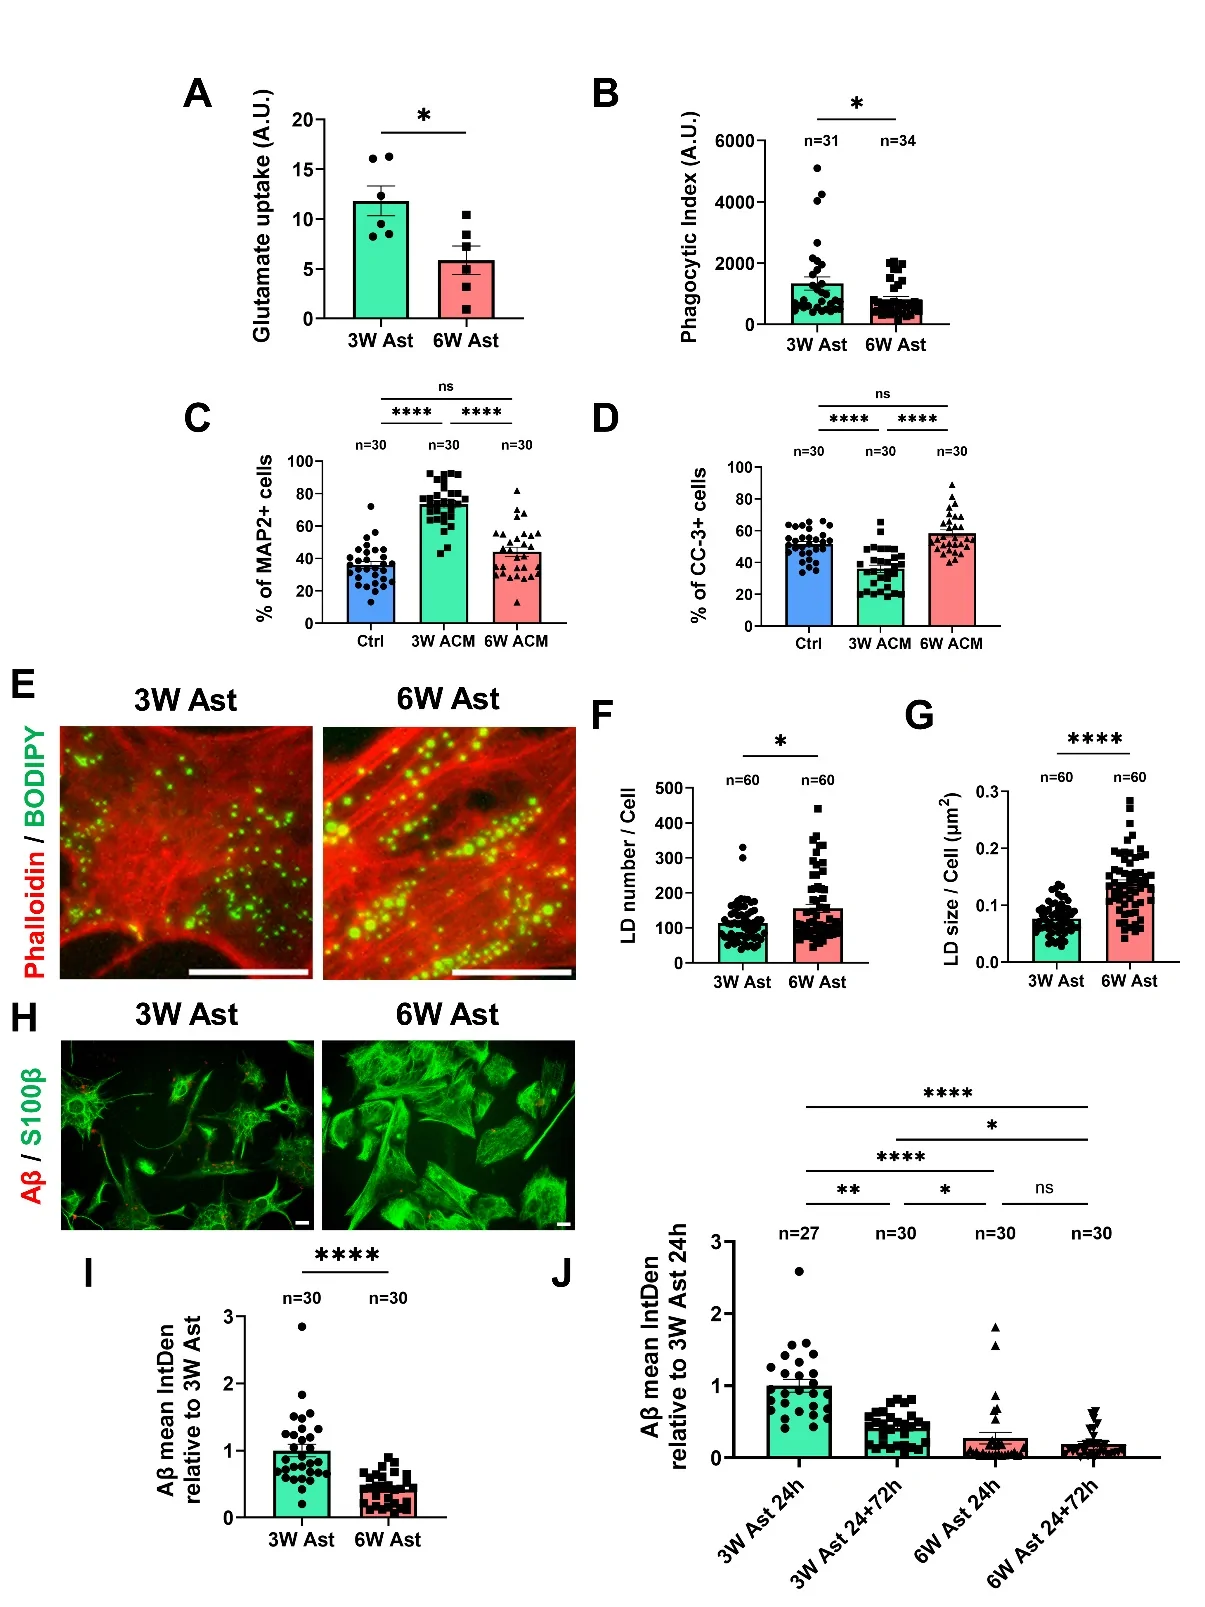
**Senescent hPSC-derived astrocytes exhibit functional impairments associated with neurodegeneration**. (**A**) The astrocytes at the sixth week took up significantly less glutamate than those at the third week. Data were obtained from six independent batches of differentiation. A.U.: arbitrary unit. (**B**) The ability of astrocytes to phagocytose pHrodo-Red conjugated synaptosomes was significantly decreased at the sixth week compared with at the third week. Quantification was conducted using over thirty immunofluorescent images obtained from four independent differentiations. Each dot represents the value from an individual image. (**C-D**) Supportive activity of astrocytes for neuronal differentiation and survival was significantly decreased at the sixth week compared to that at the third week. hPSC-derived neurons were cultured in a medium devoid of trophic factors or the conditioned medium obtained from 3-week-old or 6-week-old astrocytes. Neuronal differentiation rate was assessed by calculating the ratio of MAP2-positive cells among the total cells (DAPI-positive), while the survival rate was determined by the percentage of CC-3-positive cells among TUJ1-positive cells. Quantification was based on thirty immunofluorescent images obtained from three batches of differentiation. Each dot in (C)-(D) represents the mean percentage of positive cells in each image. ACM: astrocyte conditioned medium. (**E**) Representative images of LDs in astrocytes. LDs were labeled with BODIPY 493/503, and the cytoplasm of each astrocyte was identified by staining actin filaments with Phalloidin. Scale bar, 10 μm. (**F-G**) The astrocytes at the sixth week contained more numerous and larger LDs in their cytoplasm than those at the third week. Sixty immunofluorescent images, twenty from each of three batches of differentiation, were used for quantification. Each dot in (F)-(G) represents the mean value measured in each image. (**H**) Representative images of Aβ aggregate deposits in the astrocytes at the third and sixth weeks after treatment with 0.5 μM Aβ aggregates for 24 h. Scale bar, 10 μm. (**I**) Quantification of Aβ deposits revealed that less Aβ aggregates were found in the cytoplasm of 6-week-old astrocytes than in that of 3-week-old astrocytes. (**J**) The ability to internalize and degrade Aβ aggregates was significantly reduced in 6-week-old astrocytes compared with 3-week-old astrocytes. Astrocytes were treated with 0.5 μM of Aβ aggregates for 24 h and further incubated for 3 days after thorough washing. Quantification in (I)-(J) was conducted using twenty-seven to thirty immunofluorescent images obtained from three independent differentiations, respectively. Each dot represents the mean value measured in each image. ns: not significant, *p<0.05, **p<0.01, and ****p<0.0001.

The ability to support neuronal differentiation and survival is a well-known function of astrocytes, which is performed through various means including neurotrophic factor production, nutrient and metabolic support, waste clearance, and structural support [59, 60]. Previous studies have demonstrated that this function declines with aging [61]. Thus, to examine whether astrocytes lose the ability to support neuronal differentiation and survival as they undergo senescence, conditioned media were obtained from astrocytes in the third and sixth weeks and used to culture neurons differentiated from hPSCs by NGN2 overexpression [62]. The culture of neurons in medium devoid of any trophic factor (control group) had 35.9 ± 2.2% and 51.6 ± 1.7% of MAP2- and CC-3-positive cells, respectively (Fig. 5C-D), indicating that a substantial portion of neurons underwent spontaneous apoptosis in the absence of trophic support. When the neurons were cultured in the conditioned medium obtained from 3-week-old astrocytes, the number of CC-3-positive cells significantly decreased to 36.1 ± 2.3% among total cells, while that of MAP2-positive cells significantly increased by 73.4 ± 2.3% among total cells (Fig. 5C-D). The increased number of MAP2-positive cells was unlikely to be due to an increase in cell proliferation because the majority of them were post-mitotic cells (data not shown) [62], thus likely due to less apoptotic cell death and/or promotion of neuronal differentiation by the action of the astrocyte-conditioned medium. In contrast, neuron cultivation in the conditioned medium of 6-week-old astrocytes showed a significantly higher number of CC-3-positive cells than that of 3-week-old astrocytes, and the number of CC-3-positive cells was similar to that in the control group (Fig. 5C-D). Notably, cultivation with conditioned medium from 6-week-old astrocytes did not cause further apoptotic cell death compared to the control culture condition, which may imply that there is no neurotoxic effect in the 6-week-old astrocyte-conditioned medium. Taken together, these results suggest that 6-week-old astrocytes lost the ability to support neuronal differentiation and survival that they might have in the third week, and the loss was likely a result of cellular senescence.

LDs are subcellular components encased by a lipid monolayer that mainly stores triacylglycerols and steryl esters for energy production and membrane biosynthesis [63]. Previous studies have demonstrated the accumulation of LDs in senescent cells, either because of altered lipid metabolism accompanying the aging process or as a protective mechanism for aged cells against cellular stress [64, 65]. The accumulation of LDs in microglia induces aging-associated neuropathology [66]. However, the role of LD accumulation in senescent astrocytes remains unclear. Thus, to examine LD accumulation within astrocytes, BODIPY labeling, a fluorescence-tagged compound that specifically marks LDs, was employed. The number and size of the LDs present in astrocytes during the third and sixth weeks were quantified. By the third week, astrocytes had numerous BODIPY-positive LDs dispersed throughout the cytoplasm. However, LDs within 6-week-old astrocytes were noticeably more abundant and larger than those found in their 3-week-old counterparts (Fig. 5E-G). The pronounced LD accumulation in 6-week-old astrocytes could arise from the heightened uptake and biosynthesis of triglycerides [67, 68] or impaired lipid metabolism, as evidenced by the downregulation of a gene set associated with fatty acid metabolism and adipogenesis in the week 6 astrocytes (Fig. 2D). 

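In the RNAseq data, the list for lipid storage and adipogenesis had a median log2 fold change of −0.004, with 21 of 42 genes higher and 21 lower in 6-week-old astrocytes (camera, adjusted p = 0.976, and between 0.0953 and 0.996 over 29 alternatives). The median was below 0 in 17 of these alternatives and above 0 in 12, among them the fit with the replicate block (0.03). The median log2 ratio was −0.15, 0.01 and 0.09 in pairs 1, 2 and 3. It was −0.18 without 3-week replicate 3 and 0.11 without 3-week replicate 1. With edgeR and no block, no gene was past the threshold, either over all genes tested or adjusted over the list alone, while 1 was upregulated with the block, and 2 higher and 3 lower genes had an unadjusted p below 0.05. Of the fatty acid metabolism genes, 20 were lower and 7 higher in each of the 3 pairs. The paper proposes that lipid droplets accumulate through increased uptake and synthesis of triglycerides or through impaired lipid metabolism, for which it cites the decrease of these gene sets.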

Recent studies have established a connection between impaired mitochondrial oxidative phosphorylation and LD accumulation [69]. Thus, this could also be associated with compromised mitochondrial function, given the downregulation of a gene set linked to oxidative phosphorylation (Fig. 2D). 

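The 13 subunits of oxidative phosphorylation encoded by mitochondrial DNA had a median log2 fold change of −0.08, with 8 genes lower in 6-week-old astrocytes (camera, adjusted p = 0.796, and between 0.351 and 0.969 over 29 alternatives). The median was −0.13 without 3-week replicate 3 and without 6-week replicate 1, and 0.004 without 3-week replicate 2. Within pairs it was −0.09, −0.07 and 0.10, a mean of −0.02 ± 0.10 (SD, n = 3 pairs). No subunit was past the threshold, either over all genes tested or adjusted over the list alone, and none had an unadjusted p below 0.05. Mitochondrially encoded RNAs, ribosomal RNAs included, took 10.3% ± 1.27 of the reads in 3-week-old and 9.14% ± 0.717 in 6-week-old astrocytes (SD, n = 3 each).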

While the precise mechanisms underlying LD accumulation in senescent astrocytes and their functional implications require meticulous exploration, our findings offer initial evidence of significant LD buildup in aging astrocytes, implying disruptions in the dynamics of lipid metabolites.

The accumulation of extracellular Aβ has been strongly implicated in the initiation and progression of AD. Numerous studies have demonstrated that astrocytes are essential in controlling extracellular Aβ levels through various mechanisms, including the secretion of Aβ-degrading enzymes or extracellular chaperones and phagocytic clearance [70]. Of these, astrocytes phagocytose or eliminate extracellular aggregates of Aβ peptides in both murine and human systems [71, 72]. In addition, reactive astrocytes have consistently been observed in close proximity or direct contact with amyloid plaques, containing remnants of amyloid plaque debris in their cytosol [73, 74]. These findings underscore the pivotal role of astrocytic phagocytosis in preserving CNS health and preventing neurodegeneration due to accumulated Aβ aggregates. Because aging is the most critical cause of AD, it is likely that the age-dependent decline in astrocytic clearance of Aβ contributes to the development of AD. To verify this, 3-week-old and 6-week-old astrocytes were exposed to 0.5 µM of Aβ (1-42) oligomers for 24 h, followed by immunofluorescent staining and quantification for Aβ in cytosol of astrocytes. Aβ oligomer treatment for 24 h did not cause significant apoptotic death or astrocyte proliferation (Supplementary Fig. 6). However, significantly lower Aβ immunoreactivity was detected in the cytosol of 6-week-old astrocytes compared to that in 3-week-old astrocytes (Fig. 5H-I). This reduction may be attributed to the decreased ability of 6-week-old astrocytes to take up extracellular Aβ oligomers or to more rapidly degrade after internalization. Thus, to further evaluate the capacity of astrocytes to degrade Aβ taken up in the cytosol, 3- and 6-week-old astrocytes were incubated with Aβ oligomers for 24 h, followed by thorough washing and an additional 72 h of culture. The results demonstrated that, while 3-week-old astrocytes exhibited a significant decrease in the level of Aβ immunoreactivity after 72 h, 6-week-old astrocytes maintained a similar level of Aβ immunoreactivity compared to before the additional culture period (Fig. 5J). Moreover, a significant reduction was observed in the absolute numbers of Aβ oligomers remaining in the cytosol when compared between the 3- and 6-week-old astrocyte groups. These observations collectively suggest that astrocytes not only lose the ability to take up extracellular Aβ oligomers but also experience a diminished capacity to degrade them after internalization as they become senescent. Evidently, this evidence provides insights into how Aβ aggregates accumulate in the aged brain, even without mutations in known genes involved in the onset of AD, and why the risk of Aβ pathology increases with age.

### Targeting structural and functional defects in mitochondria of senescent astrocytes alleviates senescence-related phenotypes

Mitochondrial alterations within senescent cells contribute to a decline in cellular function and are believed to play a role in the aging process. Consequently, they have become the main targets for mechanistic studies of senescence and aging [75]. 

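The 80 nuclear-encoded subunits of oxidative phosphorylation tested had a median log2 fold change of 0.13 between 6-week-old and 3-week-old astrocytes, with 63 genes higher at 6 weeks (camera, adjusted p = 0.00612, and between 6.62e-06 and 0.762 over 29 alternatives). The median stayed above 0 in all 29 alternatives and was past the threshold in 23. Among the 6 that were not, it was 0.05 without 3-week replicate 3 (camera, adjusted p = 0.412) and 0.09 without 6-week replicate 1 (camera, adjusted p = 0.067). Without 3-week replicate 2 it was 0.23. The median log2 ratio was 0.18, −0.02 and 0.24 in pairs 1, 2 and 3. Fry gave an adjusted p of 0.387. In 15 of the 80 genes every 6-week library lay above every 3-week library and in 1 below. The mean over all splits is 10% in either direction. No gene was past the threshold, either over all genes tested or adjusted over the list alone, and 7 had an unadjusted p below 0.05, all higher.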

Consistently, our RNAseq analysis revealed that astrocytes in the sixth week exhibited a downregulation of gene sets related to oxidative phosphorylation (Fig. 2D). The data also demonstrate a notably higher level of mitochondrial ROS in 6-week-old astrocytes than in their 3-week-old counterparts (Fig. 4I). Both changes are closely linked to alterations in mitochondrial membrane potential [76]. Indeed, the mitochondrial membrane potential of 6-week-old astrocytes was significantly lower than that of their 3-week-old counterparts (Fig. 6A). As mitochondrial function is interlinked with mitochondrial structure and dynamics [77], we examined and compared various morphological parameters of mitochondria using ImageJ-Fiji software after staining astrocytes at the third and sixth weeks with MitoTracker™ Red. As shown in Fig. 6B-G, the mitochondria of 6-week-old astrocytes exhibit increased parameters for both size (mean area, mean perimeter, and mean aspect ratio) and complexity (mean form factor and mean branch length) compared with 3-week-old astrocytes, indicating that senescent astrocytes have significantly larger and more branched mitochondrial complexes. Previous studies have demonstrated that mitochondrial dynamics are dysregulated in senescent cells due to impaired clearance of damaged mitochondria, which is attributed to altered mitophagy [78, 79]. Other studies have associated disturbances in mitochondrial fission and fusion with mitochondrial elongation in senescent cells [80, 81]. While intriguing and warranting further mechanistic investigation, our data collectively suggest that 6-week-old astrocytes exhibit functional and morphological alterations in their mitochondria, hallmarks of cellular senescence [82].

Because alterations in mitochondrial function and structure in senescent astrocytes were observed, whether targeting the mitochondria counteracted astrocyte senescence was investigated. To test whether reducing mitochondrial ROS levels can prevent astrocytes from becoming senescent, 5-week-old astrocytes were treated with a combination of MT, a mitochondria-targeted antioxidant, and NAC, a well-known antioxidant that has been used to reduce mitochondrial ROS [83, 84]. Treatment of astrocytes with this antioxidant cocktail for 1 week significantly elevated the mitochondrial membrane potential at the sixth week (Fig. 7A). In addition, the cellular and mitochondrial ROS levels decreased, although the differences were not statistically significant (Fig. 7B-C). Treatment with MT and NAC for 1 week did not fully reverse the morphological alteration of the mitochondria (Fig. 7D-I). Nevertheless, SA-β-gal staining revealed approximately half the number of positive astrocytes among those treated with MT and NAC compared to untreated cells (Fig. 7J). Furthermore, the Aβ aggregate uptake assay demonstrated that MT and NAC-treated astrocytes exhibited significantly enhanced ability to uptake Aβ aggregates (Fig. 7K). These findings suggest that oxidative stress significantly contributes to astrocyte senescence and functional decline.

**Figure 6.**
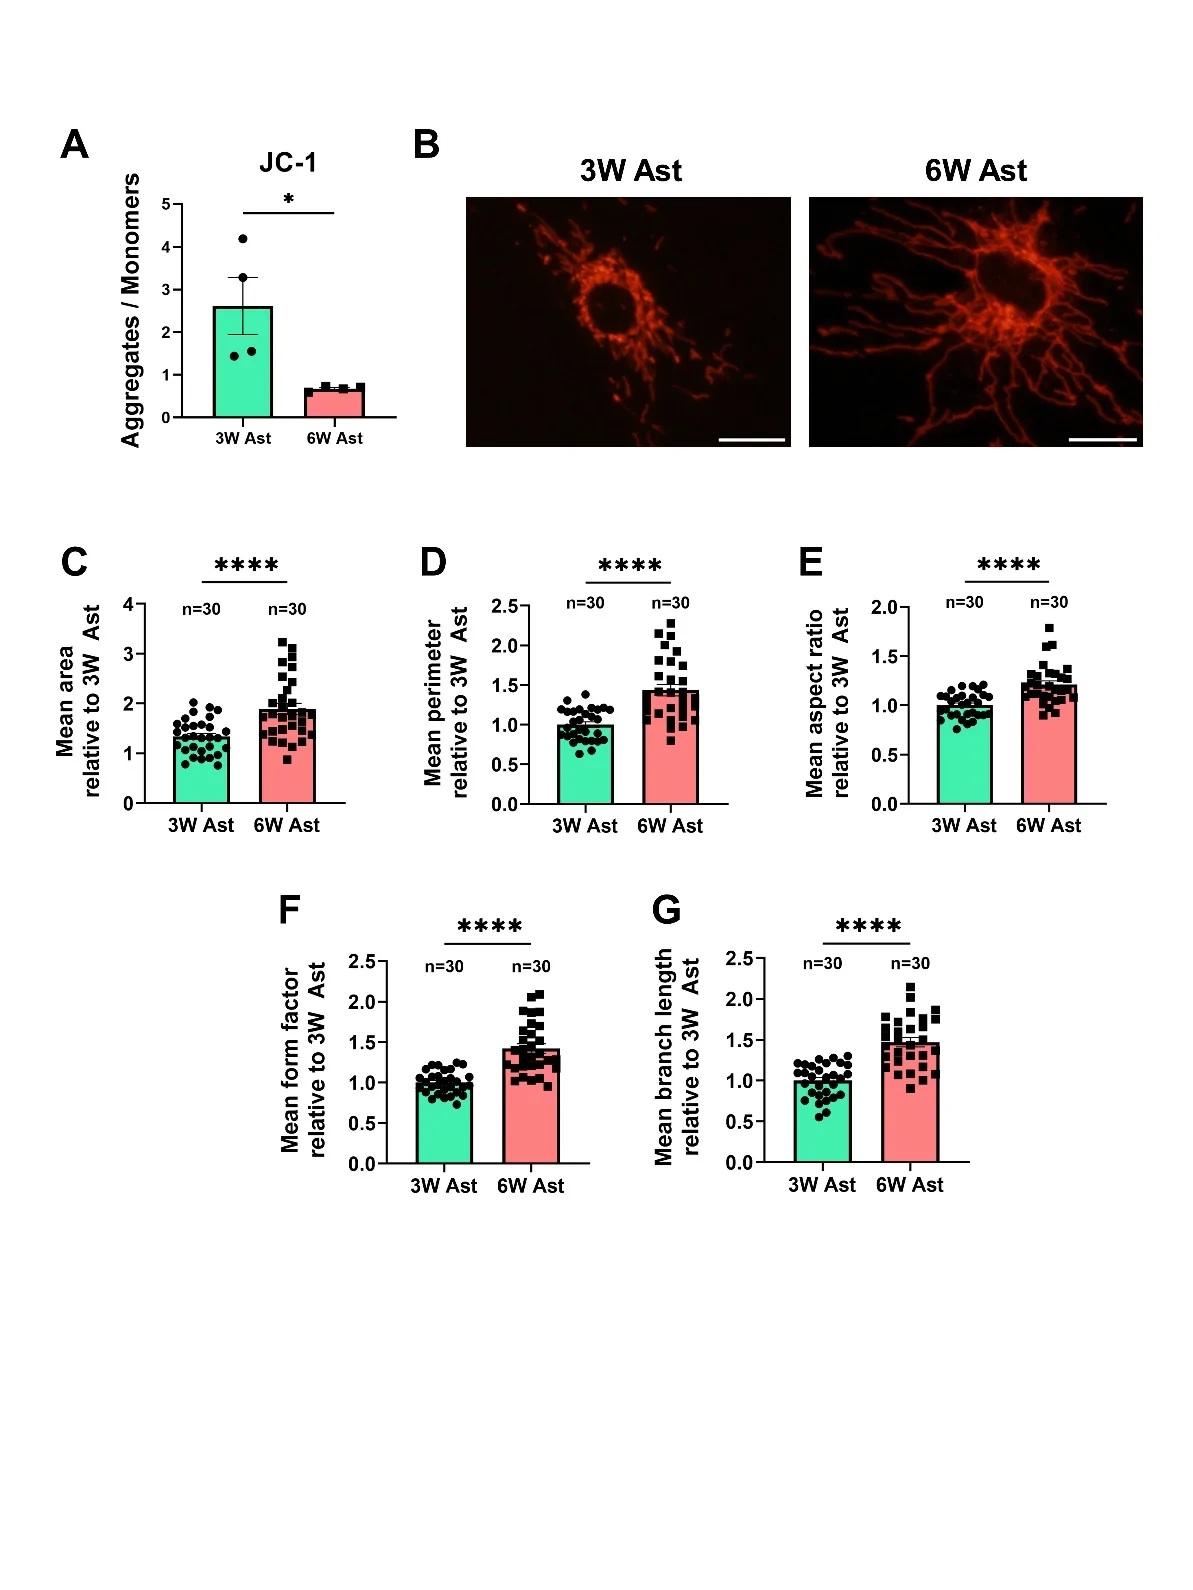
**Senescent hPSC-derived astrocytes exhibit pronounced alteration in mitochondrial function and structure**. (**A**) Astrocytes at the sixth week had reduced mitochondrial membrane potential compared to those at the third week. The experiment was performed in quadruplicate using four independent differentiations. (**B**) Representative fluorescent images of astrocytes stained with a mitochondria-specific fluorescent probe MitoTracker™ Red. Scale bar, 10 µm. (**C-G**) Quantification and comparison of various morphological aspects in mitochondria between 3-week-old and 6-week-old astrocytes: mean area (C), mean perimeter (D), mean aspect ratio (E), mean form factor (F), mean branch length (G). The results show that mitochondria in 6-week-old astrocytes were significantly longer, thicker, and more hyperfused than those in 3-week-old astrocytes. Quantification in (C)-(G) was conducted using thirty immunofluorescent images obtained from three independent differentiations. Each dot represents the mean value measured in each image. *p<0.05 and ****p<0.0001.

**Figure 7.**
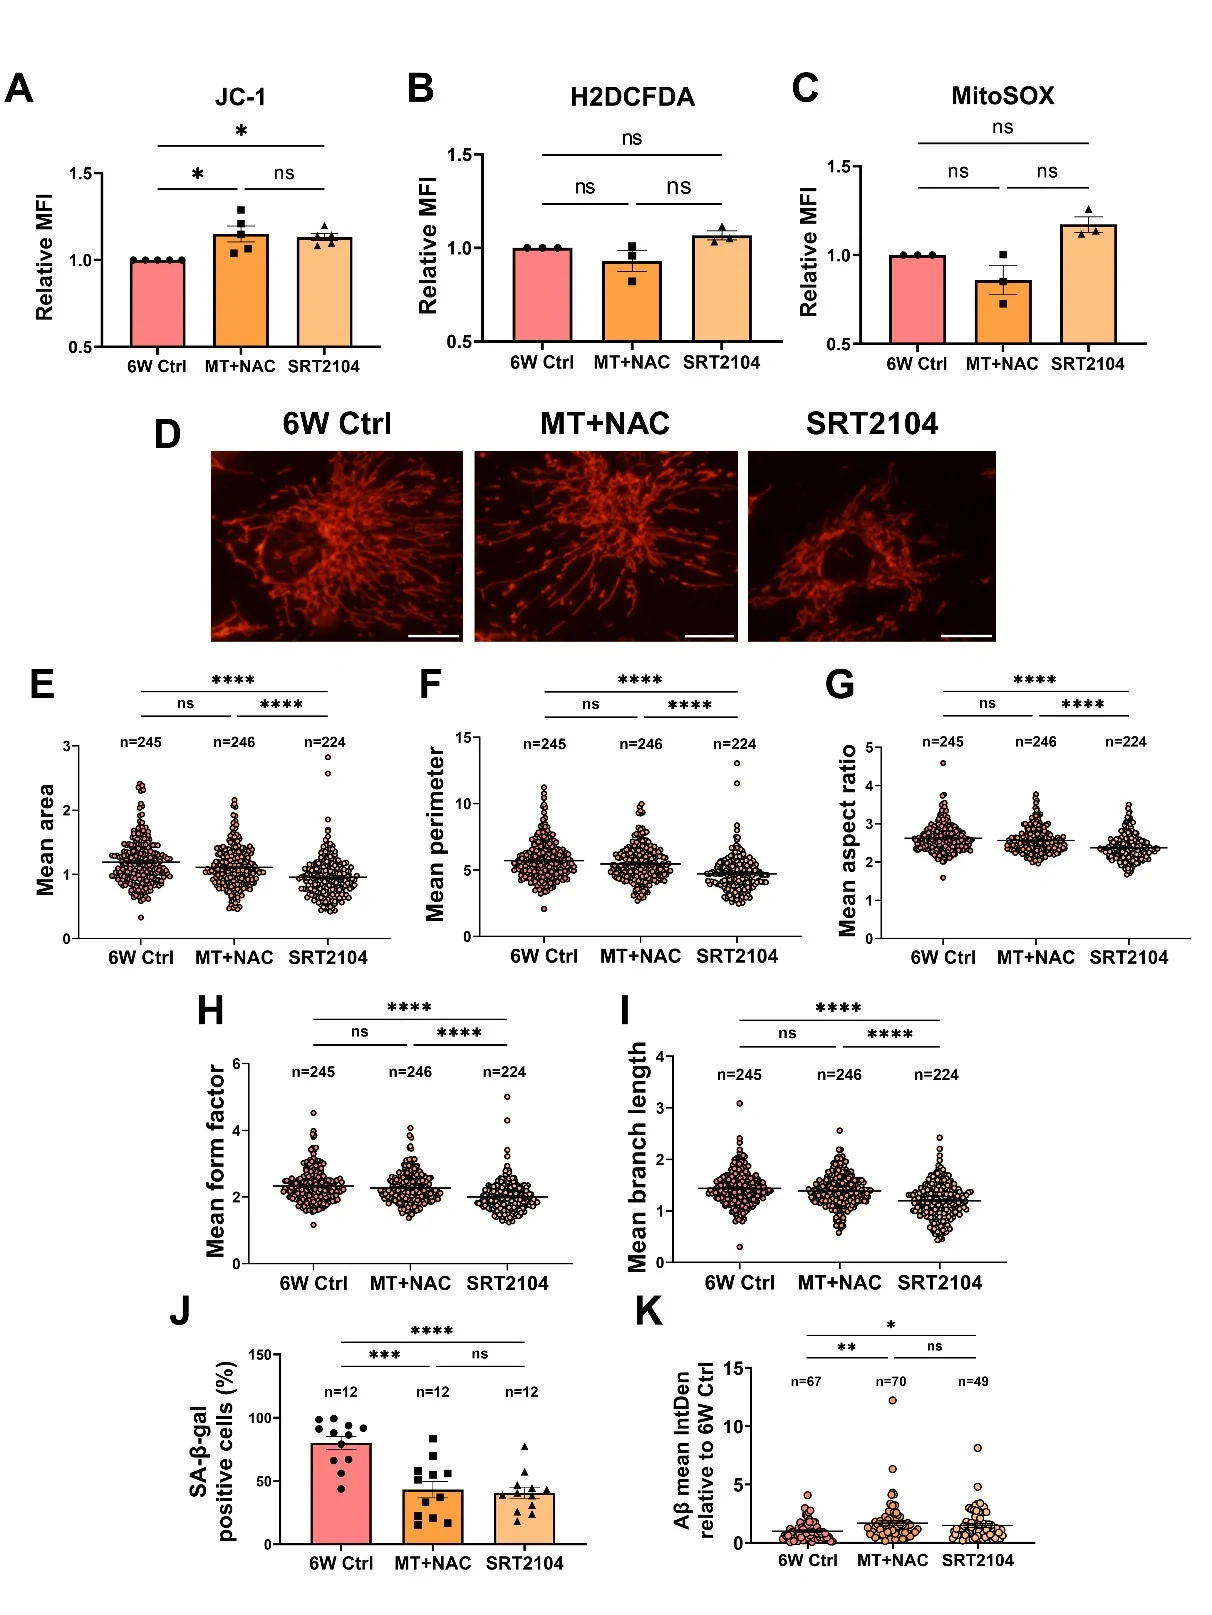
**Treatment with antioxidants or SIRT1 activator alleviates senescence phenotypes in hPSC-derived astrocytes**. (**A**) Treatment of hPSC-derived astrocytes with antioxidant cocktail (MitoTEMPOL, MT and N-acetyl cysteine, NAC) for a week or SIRT1 activator (SRT2104) for 72 h significantly increased mitochondrial membrane potential. (**B**) Total ROS level was not significantly changed by the treatments, although there was a decrement tendency in the antioxidant cocktail-treated group. (**C**) Mitochondrial ROS level was not significantly affected when comparing the control group with the treatment groups. Each dot in (A)-(C) represents the value measured in each batch of differentiation. MFI: mean fluorescence intensity. The values are expressed relative to the MFI of untreated 6-week-old astrocytes (6W Ctrl). (**D**) Representative fluorescent images of astrocytes stained with MitoTracker™ Red. Scale bar, 10 µm. (E-I) Quantification and comparison of various morphological parameters of mitochondria between 6-week-old astrocytes (control group) and those that received treatments: mean area **(E)**, mean perimeter **(F)**, mean aspect ratio **(G)**, mean form factor **(H)**, mean branch length **(I)**. The treatment with SRT2104 significantly impacted all the parameters measured while that of an antioxidant cocktail showed no significant effect. Quantification in (E)-(I) was conducted using thirty immunofluorescent images obtained from three independent differentiations. Each dot represents the value of an individual cell, and the number of cells used in the assessment is indicated in each graph. (**J**) Treatment with either an antioxidant cocktail or SRT2104 significantly reduced the number of SA-β-Gal-positive cells compared with that of the non-treated control group. Quantification was based on twelve immunofluorescent images acquired from three batches of differentiation. Each dot represents the mean percentage of positive cells within an image. (**K**) Astrocytes treated with the antioxidant cocktail for a week or with the SIRT1 activator for 72 hours exhibited a significant increase in their ability to uptake Aβ aggregates compared to untreated 6-week-old astrocytes. Data were obtained from seven batches of differentiation. Each dot represents the value measured in an image, and the number of images used in the measurement is indicated in each graph. ns: not significant, *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

As another strategy for targeting the mitochondria, the activity of SRT2104, a small-molecule activator of SIRT1, was tested. The involvement of SIRT1-mediated signaling and the therapeutic effects of SIRT1 activators in preventing cellular senescence have been extensively studied, and their potential in multiple aging-related diseases has been summarized in recent studies [85]. Among the many small molecules that activate SIRT1, SRT2104 was selected for this study because its pharmacodynamics and blood-brain barrier-penetrating activity have been relatively well characterized and tested in several animal experiments and clinical trials [86]. After testing various dosages for cytotoxicity, 5.5-week-old astrocytes were treated with 10 µM SRT2104 for 72 h. Similar to treatment with MT and NAC, SRT2104 significantly increased mitochondrial membrane potential but did not significantly affect total cellular or mitochondrial ROS levels (Fig. 7A-C), indicating that SRT2104 activity may not directly involve a reduction in ROS levels. Surprisingly, however, SRT2104 treatment had a considerable impact on mitochondrial morphology; all parameters of mitochondrial morphology that were tested at the sixth week were significantly decreased compared to those of untreated 6-week-old astrocytes (Fig. 7D-I). These results indicate that increased mitochondrial size and complexity due to senescence were reversed by treatment with SRT2104. Remarkably, SA-β-gal staining revealed significantly fewer positive cells in the SRT2104-treated group compared to the untreated 6-week-old control group (Fig. 7J). Additionally, astrocytes treated with SRT2104 for 72 hours exhibited a notable increase in their ability to uptake Aβ aggregates compared to untreated 6-week-old astrocytes (Fig. 7K). These findings, coupled with the results of the SA-β-Gal assay, provide strong evidence for mitochondrial involvement in astrocyte senescence and their impaired function.

Prior studies have established a link between the activation of SIRT1 signaling and mitophagy in the context of cellular senescence [87, 88]. Thus, to uncover the potential mechanism underlying the beneficial effect of SRT2104 on alleviating cellular senescence, a comparative analysis of mitophagy levels between the control (untreated 6-week-old astrocytes) and SRT2104-treatment groups was conducted using the mito-SRAI system, a fluorescence-based mitophagic reporter [89]. The application of SRT2104 to 5.5-week-old astrocytes for 72 h led to a significant increase in mitophagy (Supplementary Fig. 7). This enhancement was likely related to the observed reversal of abnormal mitochondrial morphology in astrocytes treated with SRT2104 (Fig. 7E-I). This result strongly implied that the anti-senescence effect of SRT2104 on astrocytes involved restoring mitochondrial dynamics by promoting the degradation of impaired mitochondria.

Collectively, these results highlight the important role of normal mitochondrial function and high ROS levels in astrocytic senescence. The findings also suggest that targeting the two key molecular mechanisms involved in modulation of mitochondrial function is effective for delaying or reversing the cellular senescence of astrocytes.

## DISCUSSION

This study provides evidence of cellular senescence in hPSC-derived astrocytes. Astrocytes cultured for an extended period (3 weeks) exhibit numerous cellular features that are commonly observed in other senescent cells. These features included altered cellular and nuclear morphology, increased SA-β-gal expression and p16^INK4a^ proteins, and the upregulation of the gene sets related to SASP. Furthermore, hPSC-derived senescent astrocytes displayed various functional defects associated with the pathology of several neurodegenerative diseases, including reduced neuronal support, altered lipid accumulation, and loss of the ability to take up glutamate and synaptic vesicles. Most importantly, their impaired ability to internalize and degrade extracellular Aβ oligomers suggest the potential contribution of senescent astrocytes to the age-dependent onset and progression of AD. The altered function and morphology of mitochondria observed in senescent astrocytes, and the mitigation of senescence phenotypes through strategies that reduce ROS and restore mitochondrial function, strongly indicate the involvement of mitochondria in the senescence mechanisms of astrocytes.

Remarkably, a wide range of senescence phenotypes were induced within 3 weeks, which is significantly shorter than the timeframes reported in previous studies with primary rodent astrocytes [59]. This prompts intriguing questions about the underlying molecular mechanisms responsible for the rapid and extensive senescence observed in our current study. When astrocytes were cultured for longer than 6 weeks, the growth rate was retarded without significant cell death. Growth arrest was also accompanied by reduced telomere length. These findings may indicate that senescence arises from a simple decline in the replicative activity of cells, which is specifically referred to as replicative senescence. However, it is important to note that, by the third week, only a small proportion of astrocytes were proliferative (<25% of total cells were KI67-positive) [15], and that the cells were not sub-cultured over an extended duration. This suggests that, while replicative senescence contributes to the proportion of proliferating cells, it is unlikely to be the primary cause of the substantial senescence observed. Secondly, the observation of accumulated cellular and mitochondrial ROS accompanied with frequent heterochromatic foci and nuclear localization of NFκB raised a possibility of the stress-induced premature senescence. Because the culture medium lacked any additional antioxidant additives beyond the basic ingredients contained in basal media (DMEM/F12 and Neurobasal media) and N2 supplement, it is possible that endogenous ROS might autonomously act as a senescence-causing stressor. This idea is reinforced by the observation that the addition of NAC and MT to the culture medium significantly reduced the number of senescent astrocytes almost by 50%. Finally, the acceleration of cellular senescence may be linked to ECM remodeling, particularly by the accumulation of collagen. This possibility is based on RNAseq analysis demonstrating a significant increase in gene sets associated with collagen biosynthesis and formation in 6-week-old astrocytes (Supplementary Fig. 3D-E). 

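Of 44 listed collagen chains, 35 were tested, and their median log2 fold change was 0.61 in 6-week-old astrocytes, with 23 higher and 12 lower (camera, adjusted p = 2.09e-05, and between 1.05e-13 and 0.313 over 29 alternatives, of which 25 were below 0.05). Within pairs the median log2 ratio was 0.68 ± 0.32 (SD, n = 3 pairs). Without 3-week replicate 3 the median was 1.164, and with each of the other libraries left out in turn it lay between 0.41 and 0.77. In 11 chains every 6-week library lay above every 3-week library and in none below, where the mean over all splits is 10% in either direction. With edgeR and no block, no chain passed over all genes tested, and 3 passed when adjusted over the list alone, all higher. Over all genes tested, 5 chains were upregulated with the replicate block, and 10 with the DESeq2 Wald test and the block, chosen after the number of called genes was seen (0.905 expected, Fisher's exact test, adjusted p = 1.64e-07, and up to 1 over the alternatives). The count below an unadjusted p of 0.05 was 10 higher and 1 lower. The 3 chains, named after their values were seen, were COL5A1, COL5A3 and COL17A1. COL5A1 rose from 2178 to 5169 normalized counts on average, a log2 fold change of 1.25 (standard error 0.24, adjusted p = 0.124, edgeR's quasi-likelihood test), and COL5A3 rose from 42.8 to 107 (adjusted p = 0.133, edgeR). COL17A1 had a mean of 2.74 normalized counts in 3-week-old and 205 in 6-week-old astrocytes (adjusted p = 0.162, edgeR).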

Additional assessment using quantitative gene expression analysis with gene sets associated with collagen biosynthesis revealed a significant upregulation in 6-week-old astrocytes compared to their 3-week-old counterparts (Supplementary Fig. 8). The accumulation of fibrillar collagen or the concurrent upregulation of collagen genes is fundamental to the ECM remodeling of fibrotic tissue [90]. This altered tissue is typically stiffer than healthy tissue, which can be sensed by neighboring cells, leading to abnormal cellular responses, including senescence [91]. Therefore, it is conceivable that collagen secreted by emerging senescent astrocytes during extended culture gradually accumulates and transforms the cellular environment into a fibrotic milieu. This may potentially facilitate the senescence of a larger number of cells. While this hypothesis is plausible, it is imperative to undertake further investigations into the shifts in ECM composition following an extended culture of astrocytes to substantiate this proposition.

Considering the wide range of senescence traits triggered by various causes within a brief timeframe, it is likely that the abovementioned factors appear to be interconnected and cooperatively drive the cell towards senescence. Then, through senescence-stabilizing or propagating mechanisms, such as the NFκB signal-mediated SASP, it may spread to neighboring cells during the culture periods. This idea is consistent with a previous proposal that defines cellular senescence as a cellular response to a wide range of stresses and suggests that these stresses are mechanistically interlinked in the context of generating senescence phenotypes [92]. In this regard, our system provides a superior cellular model for astrocyte senescence compared with previous models. Rather than inducing senescence with a known cue, which primarily elicits cellular responses dependent on the nature of the stimulation, our cellular model represents a wide range of senescence phenotypes resulting from various causes and their cooperative actions. This may more accurately mimic the events that occur in senescent cells or cells during senescence.

This study investigated the impact of SRT2104 on astrocyte senescence. SRT2104 is one of the latest synthetic SIRT1 activators that has been tested in animal models for age-related diseases including osteoporosis and Huntington’s disease [86, 93]. Subsequent clinical studies demonstrated its safety, tolerability, and bioavailability in humans [94, 95]. It is also important to note that SRT2104 displays an ability to penetrate the brain [86], highlighting the potential applications of SRT2104 in treating neurodegenerative diseases. Recently, a seminal study demonstrated that the elimination of senescent astrocytes, either through genetic or pharmacological means, prevented tau-dependent pathology and improved cognitive function in an AD mouse model [96]. This study underscored the potential of targeting senescent astrocytes as a therapeutic approach for AD. Considering all evidence presented by previous studies and ours, it may be feasible to utilize SRT2104 in the treatment of neurodegenerative diseases, including AD. However, further investigation is required to accomplish this, as follows. First, it is crucial to determine the precise molecular mechanisms underlying how SRT2104 attenuates astrocytic senescence. Second, it is important to investigate whether attenuating astrocyte senescence, rather than eliminating already senescent astrocytes, can yield beneficial effects in the context of neurodegeneration. Third, it is essential to determine how other types of CNS cells, such as various neuronal subtypes, oligodendrocytes, and microglia, respond to SRT2104, as treatment outcomes may be influenced by non-astrocyte-specific functions. Importantly, many of these examinations can be performed using hPSC-based platforms including ours, as exemplified by our observation that SRT2104 enhances mitophagy in senescent astrocytes. Thus, the results obtained with SRT2104 provide a proof of concept that senescent astrocytes can serve as a cellular platform for screening chemical compounds that can alter the phenotypes of senescent astrocytes into non-deleterious states (senomorphics) or eliminate senescent astrocytes (senolytics). This is important because these two classes of drugs, collectively referred to as senotherapeutics, have recently garnered considerable attention as new alternatives for anti-cancer and anti-aging strategies and novel interventions for neurodegenerative diseases [97].

Despite the prevailing conception that hPSC-derived cells are immature and unsuitable for modeling or studying age-related diseases, the present study provides a novel cellular platform comprising senescent astrocytes derived from hPSCs. These astrocytes exhibit a broad spectrum of senescence phenotypes and reproduce key functional defects associated with the onset and progression of neurodegenerative diseases. Consequently, hPSC-derived senescent astrocytes provide an unparalleled opportunity to investigate the pathology of numerous neurodegenerative diseases and to screen drugs that can modulate senescence in human astrocytes. The development of such therapeutics holds promise in addressing the growing threat posed by the rapidly increasing population of individuals affected by intractable neurodegenerative diseases.

## Supplementary Materials

The Supplementary data can be found online at: www.aginganddisease.org/EN/10.14336/AD.2024.0089.

## Data Availability

The datasets used and/or analyzed in the current study are available from the corresponding author on reasonable request. All FASTQ files and Supplementary files used in RNA sequencing have been uploaded to National Center for Biotechnology Information Gene Expression Omnibus under the accession code GSE246073.

## References

[1] SofroniewMV, VintersHV (2010). Astrocytes: biology and pathology. Acta Neuropathol, 119:7-35.10.1007/s00401-009-0619-8PMC279963420012068

[2] BhatR, CroweEP, BittoA, MohM, KatsetosCD, GarciaFU, et al. (2012). Astrocyte senescence as a component of Alzheimer's disease. PLoS One, 7:e45069.10.1371/journal.pone.0045069PMC344041722984612

[3] CohenJ, TorresC (2019). Astrocyte senescence: Evidence and significance. Aging Cell, 18:e12937.10.1111/acel.12937PMC651668030815970

[4] SoreqL, Consortium UKBE, North American Brain Expression C, RoseJ, SoreqE, HardyJ, et al. (2017). Major Shifts in Glial Regional Identity Are a Transcriptional Hallmark of Human Brain Aging. Cell Rep, 18:557-570.10.1016/j.celrep.2016.12.011PMC526323828076797

[5] HabibN, McCabeC, MedinaS, VarshavskyM, KitsbergD, Dvir-SzternfeldR, et al. (2020). Disease-associated astrocytes in Alzheimer's disease and aging. Nat Neurosci, 23:701-706.10.1038/s41593-020-0624-8PMC926203432341542

[6] Planas-FontanezTM, SainatoDM, SharmaI, DreyfusCF (2021). Roles of astrocytes in response to aging, Alzheimer's disease and multiple sclerosis. Brain Res, 1764:147464.10.1016/j.brainres.2021.147464PMC816958433812850

[7] BittoA, SellC, CroweE, LorenziniA, MalagutiM, HreliaS, et al. (2010). Stress-induced senescence in human and rodent astrocytes. Exp Cell Res, 316:2961-2968.10.1016/j.yexcr.2010.06.02120620137

[8] WangB, WangL, GasekNS, ZhouY, KimT, GuoC, et al. (2021). An inducible p21-Cre mouse model to monitor and manipulate p21-highly-expressing senescent cells in vivo. Nat Aging, 1:962-973.10.1038/s43587-021-00107-6PMC874657135024619

[9] RicknerHD, JiangL, HongR, O'NeillNK, MojicaCA, SnyderBJ, et al. (2022). Single cell transcriptomic profiling of a neuron-astrocyte assembloid tauopathy model. Nat Commun, 13:6275.10.1038/s41467-022-34005-1PMC958704536271092

[10] LiJ, PanL, PembrokeWG, RexachJE, GodoyMI, CondroMC, et al. (2021). Conservation and divergence of vulnerability and responses to stressors between human and mouse astrocytes. Nat Commun, 12:3958.10.1038/s41467-021-24232-3PMC823331434172753

[11] KumarM, NguyenNTP, MilaneseM, BonannoG (2022). Insights into Human-Induced Pluripotent Stem Cell-Derived Astrocytes in Neurodegenerative Disorders. Biomolecules, 12.10.3390/biom12030344PMC894560035327542

[12] CompagnucciC, BertiniE (2017). The Potential of iPSCs for the Treatment of Premature Aging Disorders. Int J Mol Sci, 18.10.3390/ijms18112350PMC571331929112121

[13] FathiA, MathivananS, KongL, PetersenAJ, HarderCRK, BlockJ, et al. (2022). Chemically induced senescence in human stem cell-derived neurons promotes phenotypic presentation of neurodegeneration. Aging Cell, 21:e13541.10.1111/acel.13541PMC876101934953016

[14] GattoN, Dos Santos SouzaC, ShawAC, BellSM, MyszczynskaMA, PowersS, et al. (2021). Directly converted astrocytes retain the ageing features of the donor fibroblasts and elucidate the astrocytic contribution to human CNS health and disease. Aging Cell, 20:e13281.10.1111/acel.13281PMC781184933314575

[15] YeonGB, ShinWH, YooSH, KimD, JeonBM, ParkWU, et al. (2021). NFIB induces functional astrocytes from human pluripotent stem cell-derived neural precursor cells mimicking in vivo astrogliogenesis. J Cell Physiol, 236:7625-7641.10.1002/jcp.3040533949692

[16] StineWB, JungbauerL, YuC, LaDuMJ (2011). Preparing synthetic Abeta in different aggregation states. Methods Mol Biol, 670:13-32.10.1007/978-1-60761-744-0_2PMC375284320967580

[17] KohliJ, WangB, BrandenburgSM, BasistyN, EvangelouK, Varela-EirinM, et al. (2021). Algorithmic assessment of cellular senescence in experimental and clinical specimens. Nat Protoc, 16:2471-2498.10.1038/s41596-021-00505-5PMC871023233911261

[18] BushnellB. 2014. BBMap: A Fast, Accurate, Splice-Aware Aligner. United States.

[19] PatroR, DuggalG, LoveMI, IrizarryRA, KingsfordC (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods, 14:417-419.10.1038/nmeth.4197PMC560014828263959

[20] LoveMI, HuberW, AndersS (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol, 15:550.10.1186/s13059-014-0550-8PMC430204925516281

[21] RitchieME, PhipsonB, WuD, HuY, LawCW, ShiW, et al. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res, 43:e47.10.1093/nar/gkv007PMC440251025605792

[22] RobinsonMD, McCarthyDJ, SmythGK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics, 26:139-140.10.1093/bioinformatics/btp616PMC279681819910308

[23] ZhouY, ZhouB, PacheL, ChangM, KhodabakhshiAH, TanaseichukO, et al. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun, 10:1523.10.1038/s41467-019-09234-6PMC644762230944313

[24] Gennady KorotkevichVS, NikolayBudin, BorisShpak, ArtyomovMaxim N, AlexeySergushichev (2019). Fast gene set enrichment analysis. biorxiv.

[25] LiddelowSA, GuttenplanKA, ClarkeLE, BennettFC, BohlenCJ, SchirmerL, et al. (2017). Neurotoxic reactive astrocytes are induced by activated microglia. Nature, 541:481-487.10.1038/nature21029PMC540489028099414

[26] JyothiHJ, VidyadharaDJ, MahadevanA, PhilipM, ParmarSK, ManohariSG, et al. (2015). Aging causes morphological alterations in astrocytes and microglia in human substantia nigra pars compacta. Neurobiol Aging, 36:3321-3333.10.1016/j.neurobiolaging.2015.08.02426433682

[27] DimriGP, LeeX, BasileG, AcostaM, ScottG, RoskelleyC, et al. (1995). A biomarker that identifies senescent human cells in culture and in aging skin in vivo. Proc Natl Acad Sci U S A, 92:9363-9367.10.1073/pnas.92.20.9363PMC409857568133

[28] WongH, RiabowolK (1996). Differential CDK-inhibitor gene expression in aging human diploid fibroblasts. Exp Gerontol, 31:311-325.10.1016/0531-5565(95)00025-98706801

[29] HaraE, SmithR, ParryD, TaharaH, StoneS, PetersG (1996). Regulation of p16CDKN2 expression and its implications for cell immortalization and senescence. Mol Cell Biol, 16:859-867.10.1128/mcb.16.3.859PMC2310668622687

[30] BrandtA, PapagiannouliF, WagnerN, Wilsch-BrauningerM, BraunM, FurlongEE, et al. (2006). Developmental control of nuclear size and shape by Kugelkern and Kurzkern. Curr Biol, 16:543-552.10.1016/j.cub.2006.01.05116458513

[31] HaithcockE, DayaniY, NeufeldE, ZahandAJ, FeinsteinN, MattoutA, et al. (2005). Age-related changes of nuclear architecture in Caenorhabditis elegans. Proc Natl Acad Sci U S A, 102:16690-16695.10.1073/pnas.0506955102PMC128381916269543

[32] ScaffidiP, MisteliT (2006). Lamin A-dependent nuclear defects in human aging. Science, 312:1059-1063.10.1126/science.1127168PMC185525016645051

[33] MatiasI, DinizLP, DamicoIV, AraujoAPB, NevesLDS, VargasG, et al. (2022). Loss of lamin-B1 and defective nuclear morphology are hallmarks of astrocyte senescence in vitro and in the aging human hippocampus. Aging Cell, 21:e13521.10.1111/acel.13521PMC876100534894056

[34] ShimiT, Butin-IsraeliV, AdamSA, HamanakaRB, GoldmanAE, LucasCA, et al. (2011). The role of nuclear lamin B1 in cell proliferation and senescence. Genes Dev, 25:2579-2593.10.1101/gad.179515.111PMC324868022155925

[35] BirchJ, GilJ (2020). Senescence and the SASP: many therapeutic avenues. Genes Dev, 34:1565-1576.10.1101/gad.343129.120PMC770670033262144

[36] ClarkeLE, LiddelowSA, ChakrabortyC, MunchAE, HeimanM, BarresBA (2018). Normal aging induces A1-like astrocyte reactivity. Proc Natl Acad Sci U S A, 115:E1896-E1905.10.1073/pnas.1800165115PMC582864329437957

[37] TchkoniaT, ZhuY, van DeursenJ, CampisiJ, KirklandJL (2013). Cellular senescence and the senescent secretory phenotype: therapeutic opportunities. J Clin Invest, 123:966-972.10.1172/JCI64098PMC358212523454759

[38] RovillainE, MansfieldL, CaetanoC, Alvarez-FernandezM, CaballeroOL, MedemaRH, et al. (2011). Activation of nuclear factor-kappa B signalling promotes cellular senescence. Oncogene, 30:2356-2366.10.1038/onc.2010.611PMC308081121242976

[39] CrescenziE, PacificoF, LavorgnaA, De PalmaR, D'AiutoE, PalumboG, et al. (2011). NF-kappaB-dependent cytokine secretion controls Fas expression on chemotherapy-induced premature senescent tumor cells. Oncogene, 30:2707-2717.10.1038/onc.2011.121278794

[40] ChienY, ScuoppoC, WangX, FangX, BalgleyB, BoldenJE, et al. (2011). Control of the senescence-associated secretory phenotype by NF-kappaB promotes senescence and enhances chemosensitivity. Genes Dev, 25:2125-2136.10.1101/gad.17276711PMC320558321979375

[41] OlovnikovAM (1996). Telomeres, telomerase, and aging: origin of the theory. Exp Gerontol, 31:443-448.10.1016/0531-5565(96)00005-89415101

[42] BlascoMA (2007). Telomere length, stem cells and aging. Nat Chem Biol, 3:640-649.10.1038/nchembio.2007.3817876321

[43] BalabanRS, NemotoS, FinkelT (2005). Mitochondria, oxidants, and aging. Cell, 120:483-495.10.1016/j.cell.2005.02.00115734681

[44] StadtmanER (2001). Protein oxidation in aging and age-related diseases. Ann N Y Acad Sci, 928:22-38.10.1111/j.1749-6632.2001.tb05632.x11795513

[45] DizdarogluM (2012). Oxidatively induced DNA damage: mechanisms, repair and disease. Cancer Lett, 327:26-47.10.1016/j.canlet.2012.01.01622293091

[46] OsorioFG, BarcenaC, Soria-VallesC, RamsayAJ, de CarlosF, CoboJ, et al. (2012). Nuclear lamina defects cause ATM-dependent NF-kappaB activation and link accelerated aging to a systemic inflammatory response. Genes Dev, 26:2311-2324.10.1101/gad.197954.112PMC347580323019125

[47] ZhouC, LiZ, DiaoH, YuY, ZhuW, DaiY, et al. (2006). DNA damage evaluated by gammaH2AX foci formation by a selective group of chemical/physical stressors. Mutat Res, 604:8-18.10.1016/j.mrgentox.2005.12.004PMC275699316423555

[48] PassosJF, SaretzkiG, AhmedS, NelsonG, RichterT, PetersH, et al. (2007). Mitochondrial dysfunction accounts for the stochastic heterogeneity in telomere-dependent senescence. PLoS Biol, 5:e110.10.1371/journal.pbio.0050110PMC185871217472436

[49] HewittG, JurkD, MarquesFD, Correia-MeloC, HardyT, GackowskaA, et al. (2012). Telomeres are favoured targets of a persistent DNA damage response in ageing and stress-induced senescence. Nat Commun, 3:708.10.1038/ncomms1708PMC329271722426229

[50] NelsonG, WordsworthJ, WangC, JurkD, LawlessC, Martin-RuizC, et al. (2012). A senescent cell bystander effect: senescence-induced senescence. Aging Cell, 11:345-349.10.1111/j.1474-9726.2012.00795.xPMC348829222321662

[51] PalmerAL, OusmanSS (2018). Astrocytes and Aging. Front Aging Neurosci, 10:337.10.3389/fnagi.2018.00337PMC621251530416441

[52] PopovA, BrazheA, DenisovP, SutyaginaO, LiL, LazarevaN, et al. (2021). Astrocyte dystrophy in ageing brain parallels impaired synaptic plasticity. Aging Cell, 20:e13334.10.1111/acel.13334PMC796333033675569

[53] PotierB, BillardJM, RiviereS, SinetPM, DenisI, Champeil-PotokarG, et al. (2010). Reduction in glutamate uptake is associated with extrasynaptic NMDA and metabotropic glutamate receptor activation at the hippocampal CA1 synapse of aged rats. Aging Cell, 9:722-735.10.1111/j.1474-9726.2010.00593.x20569241

[54] MahmoudS, GharagozlooM, SimardC, GrisD (2019). Astrocytes Maintain Glutamate Homeostasis in the CNS by Controlling the Balance between Glutamate Uptake and Release. Cells, 8.10.3390/cells8020184PMC640690030791579

[55] BoisvertMM, EriksonGA, ShokhirevMN, AllenNJ (2018). The Aging Astrocyte Transcriptome from Multiple Regions of the Mouse Brain. Cell Rep, 22:269-285.10.1016/j.celrep.2017.12.039PMC578320029298427

[56] SegoviaG, PorrasA, Del ArcoA, MoraF (2001). Glutamatergic neurotransmission in aging: a critical perspective. Mech Ageing Dev, 122:1-29.10.1016/s0047-6374(00)00225-611163621

[57] LeeSY, ChungWS (2021). The roles of astrocytic phagocytosis in maintaining homeostasis of brains. J Pharmacol Sci, 145:223-227.10.1016/j.jphs.2020.12.00733602502

[58] PuriceMD, SpeeseSD, LoganMA (2016). Delayed glial clearance of degenerating axons in aged Drosophila is due to reduced PI3K/Draper activity. Nat Commun, 7:12871.10.1038/ncomms12871PMC503433027647497

[59] PertusaM, Garcia-MatasS, Rodriguez-FarreE, SanfeliuC, CristofolR (2007). Astrocytes aged in vitro show a decreased neuroprotective capacity. J Neurochem, 101:794-805.10.1111/j.1471-4159.2006.04369.x17250685

[60] JiangT, CadenasE (2014). Astrocytic metabolic and inflammatory changes as a function of age. Aging Cell, 13:1059-1067.10.1111/acel.12268PMC424427825233945

[61] BellaverB, SouzaDG, SouzaDO, Quincozes-SantosA (2017). Hippocampal Astrocyte Cultures from Adult and Aged Rats Reproduce Changes in Glial Functionality Observed in the Aging Brain. Mol Neurobiol, 54:2969-2985.10.1007/s12035-016-9880-827026184

[62] HoSM, HartleyBJ, TcwJ, BeaumontM, StaffordK, SlesingerPA, et al. (2016). Rapid Ngn2-induction of excitatory neurons from hiPSC-derived neural progenitor cells. Methods, 101:113-124.10.1016/j.ymeth.2015.11.019PMC486009826626326

[63] MartinS, PartonRG (2005). Caveolin, cholesterol, and lipid bodies. Semin Cell Dev Biol, 16:163-174.10.1016/j.semcdb.2005.01.00715797827

[64] SmolicT, TavcarP, HorvatA, CerneU, Haluzan VasleA, TratnjekL, et al. (2021). Astrocytes in stress accumulate lipid droplets. Glia, 69:1540-1562.10.1002/glia.23978PMC824832933609060

[65] HamsanathanS, GurkarAU (2022). Lipids as Regulators of Cellular Senescence. Front Physiol, 13:796850.10.3389/fphys.2022.796850PMC896556035370799

[66] MarschallingerJ, IramT, ZardenetaM, LeeSE, LehallierB, HaneyMS, et al. (2020). Lipid-droplet-accumulating microglia represent a dysfunctional and proinflammatory state in the aging brain. Nat Neurosci, 23:194-208.10.1038/s41593-019-0566-1PMC759513431959936

[67] SaitouM, LizardoDY, TaskentRO, MillnerA, GokcumenO, Atilla-GokcumenGE (2018). An evolutionary transcriptomics approach links CD36 to membrane remodeling in replicative senescence. Mol Omics, 14:237-246.10.1039/c8mo00099a29974107

[68] FlorAC, WolfgeherD, WuD, KronSJ (2017). A signature of enhanced lipid metabolism, lipid peroxidation and aldehyde stress in therapy-induced senescence. Cell Death Discov, 3:17075.10.1038/cddiscovery.2017.75PMC566160829090099

[69] MiY, QiG, VitaliF, ShangY, RaikesAC, WangT, et al. (2023). Loss of fatty acid degradation by astrocytic mitochondria triggers neuroinflammation and neurodegeneration. Nat Metab, 5:445-465.10.1038/s42255-023-00756-4PMC1020203436959514

[70] RiesM, SastreM (2016). Mechanisms of Abeta Clearance and Degradation by Glial Cells. Front Aging Neurosci, 8:160.10.3389/fnagi.2016.00160PMC493209727458370

[71] Wyss-CorayT, LoikeJD, BrionneTC, LuE, AnankovR, YanF, et al. (2003). Adult mouse astrocytes degrade amyloid-beta in vitro and in situ. Nat Med, 9:453-457.10.1038/nm83812612547

[72] NielsenHM, VeerhuisR, HolmqvistB, JanciauskieneS (2009). Binding and uptake of A beta1-42 by primary human astrocytes in vitro. Glia, 57:978-988.10.1002/glia.2082219062178

[73] OlabarriaM, NoristaniHN, VerkhratskyA, RodriguezJJ (2010). Concomitant astroglial atrophy and astrogliosis in a triple transgenic animal model of Alzheimer's disease. Glia, 58:831-838.10.1002/glia.2096720140958

[74] SimpsonJE, IncePG, LaceG, ForsterG, ShawPJ, MatthewsF, et al. (2010). Astrocyte phenotype in relation to Alzheimer-type pathology in the ageing brain. Neurobiol Aging, 31:578-590.10.1016/j.neurobiolaging.2008.05.01518586353

[75] MartiniH, PassosJF (2023). Cellular senescence: all roads lead to mitochondria. FEBS J, 290:1186-1202.10.1111/febs.16361PMC929670135048548

[76] GuoC, SunL, ChenX, ZhangD (2013). Oxidative stress, mitochondrial damage and neurodegenerative diseases. Neural Regen Res, 8:2003-2014.10.3969/j.issn.1673-5374.2013.21.009PMC414590625206509

[77] DetmerSA, ChanDC (2007). Functions and dysfunctions of mitochondrial dynamics. Nat Rev Mol Cell Biol, 8:870-879.10.1038/nrm227517928812

[78] FielderE, WanT, AlimohammadihaG, IshaqA, LowE, WeigandBM, et al. (2022). Short senolytic or senostatic interventions rescue progression of radiation-induced frailty and premature ageing in mice. Elife, 11.10.7554/eLife.75492PMC915474735507395

[79] Dalle PezzeP, NelsonG, OttenEG, KorolchukVI, KirkwoodTB, von ZglinickiT, et al. (2014). Dynamic modelling of pathways to cellular senescence reveals strategies for targeted interventions. PLoS Comput Biol, 10:e1003728.10.1371/journal.pcbi.1003728PMC415917425166345

[80] YoonYS, YoonDS, LimIK, YoonSH, ChungHY, RojoM, et al. (2006). Formation of elongated giant mitochondria in DFO-induced cellular senescence: involvement of enhanced fusion process through modulation of Fis1. J Cell Physiol, 209:468-480.10.1002/jcp.2075316883569

[81] LeeS, JeongSY, LimWC, KimS, ParkYY, SunX, et al. (2007). Mitochondrial fission and fusion mediators, hFis1 and OPA1, modulate cellular senescence. J Biol Chem, 282:22977-22983.10.1074/jbc.M70067920017545159

[82] MiwaS, KashyapS, ChiniE, von ZglinickiT (2022). Mitochondrial dysfunction in cell senescence and aging. J Clin Invest, 132.10.1172/JCI158447PMC924637235775483

[83] TrnkaJ, BlaikieFH, SmithRA, MurphyMP (2008). A mitochondria-targeted nitroxide is reduced to its hydroxylamine by ubiquinol in mitochondria. Free Radic Biol Med, 44:1406-1419.10.1016/j.freeradbiomed.2007.12.03618206669

[84] ZafarullahM, LiWQ, SylvesterJ, AhmadM (2003). Molecular mechanisms of N-acetylcysteine actions. Cell Mol Life Sci, 60:6-20.10.1007/s000180300001PMC1113887312613655

[85] HubbardBP, SinclairDA (2014). Small molecule SIRT1 activators for the treatment of aging and age-related diseases. Trends Pharmacol Sci, 35:146-154.10.1016/j.tips.2013.12.004PMC397021824439680

[86] JiangM, ZhengJ, PengQ, HouZ, ZhangJ, MoriS, et al. (2014). Sirtuin 1 activator SRT2104 protects Huntington's disease mice. Ann Clin Transl Neurol, 1:1047-1052.10.1002/acn3.135PMC428413025574479

[87] FangEF, Scheibye-KnudsenM, BraceLE, KassahunH, SenGuptaT, NilsenH, et al. (2014). Defective mitophagy in XPA via PARP-1 hyperactivation and NAD(+)/SIRT1 reduction. Cell, 157:882-896.10.1016/j.cell.2014.03.026PMC462583724813611

[88] LiuT, YangQ, ZhangX, QinR, ShanW, ZhangH, et al. (2020). Quercetin alleviates kidney fibrosis by reducing renal tubular epithelial cell senescence through the SIRT1/PINK1/mitophagy axis. Life Sci, 257:118116.10.1016/j.lfs.2020.11811632702447

[89] KatayamaH, HamaH, NagasawaK, KurokawaH, SugiyamaM, AndoR, et al. (2020). Visualizing and Modulating Mitophagy for Therapeutic Studies of Neurodegeneration. Cell, 181:1176-1187 e1116.10.1016/j.cell.2020.04.02532437660

[90] BloklandKEC, PouwelsSD, SchuligaM, KnightDA, BurgessJK (2020). Regulation of cellular senescence by extracellular matrix during chronic fibrotic diseases. Clin Sci (Lond), 134:2681-2706.10.1042/CS20190893PMC757856633084883

[91] SelmanM, PardoA (2021). Fibroageing: An ageing pathological feature driven by dysregulated extracellular matrix-cell mechanobiology. Ageing Res Rev, 70:101393.10.1016/j.arr.2021.10139334139337

[92] von ZglinickiT, WanT, MiwaS (2021). Senescence in Post-Mitotic Cells: A Driver of Aging? Antioxid Redox Signal, 34:308-323.10.1089/ars.2020.8048PMC782143232164429

[93] MerckenEM, MitchellSJ, Martin-MontalvoA, MinorRK, AlmeidaM, GomesAP, et al. (2014). SRT2104 extends survival of male mice on a standard diet and preserves bone and muscle mass. Aging Cell, 13:787-796.10.1111/acel.12220PMC417251924931715

[94] HoffmannE, WaldJ, LavuS, RobertsJ, BeaumontC, HaddadJ, et al. (2013). Pharmacokinetics and tolerability of SRT2104, a first-in-class small molecule activator of SIRT1, after single and repeated oral administration in man. Br J Clin Pharmacol, 75:186-196.10.1111/j.1365-2125.2012.04340.xPMC355505822616762

[95] LibriV, BrownAP, GambarotaG, HaddadJ, ShieldsGS, DawesH, et al. (2012). A pilot randomized, placebo controlled, double blind phase I trial of the novel SIRT1 activator SRT2104 in elderly volunteers. PLoS One, 7:e51395.10.1371/journal.pone.0051395PMC352745123284689

[96] BussianTJ, AzizA, MeyerCF, SwensonBL, van DeursenJM, BakerDJ (2018). Clearance of senescent glial cells prevents tau-dependent pathology and cognitive decline. Nature, 562:578-582.10.1038/s41586-018-0543-yPMC620650730232451

[97] KirklandJL, TchkoniaT (2020). Senolytic drugs: from discovery to translation. J Intern Med, 288:518-536.10.1111/joim.13141PMC740539532686219

[98] NoursadeghiM, TsangJ, HausteinT, MillerRF, ChainBM, KatzDR (2008). Quantitative imaging assay for NF-kappaB nuclear translocation in primary human macrophages. J Immunol Methods, 329:194-200.10.1016/j.jim.2007.10.015PMC222544918036607

How the deposited data were processed for this re-analysis (not part of the article)

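RNA from 3-week-old and 6-week-old astrocytes, 3 libraries each, was sequenced by QuantSeq 3′ mRNA sequencing. The labels name the H1 line for all 6 libraries, while the paper's text states that most of its data came from the NL1 line and does not name the line at this experiment. For each library the authors deposited estimated counts per transcript, which they made by trimming the reads with BBDuk (v38.92) and assigning them to GENCODE v32 transcripts with Salmon (v0.6.0), without normalization. The same deposited files hold the authors' TPM values and effective transcript lengths from Salmon, which were used here for counts scaled by length. The authors also deposited a gene-level table of normalized signal for 18833 genes. In 82.9% of the genes compared, its values equalled the summed estimated counts after a factor per library and the average transcript length of the gene. The paper names DESeq2, edgeR and limma for the analysis of its counts and does not state which gave its differentially expressed genes. All columns of the deposited tables were matched to a sample.

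Here, the estimated counts were summed over the transcripts of each gene of GENCODE v29 on GRCh38 and rounded. Between 8.35% and 9.27% of the transcripts of a library had counts that were not whole. Of the 226608 transcripts, 21383 were not in v29 and were left out. In an alternative, 440 of them were added to genes matched through the deposited table. Coordinates are those of v29. The total reads on annotated genes ranged from 4733818 to 7188964 per library, and in each library between 13326 and 13868 genes had at least 10 reads. A gene with 3 reads or fewer in every library of a time point was taken to be at the floor. Counts of reads without molecular identifiers are not independent molecules.

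Genes were filtered with edgeR's filterByExpr, normalized with TMM and compared with edgeR's quasi-likelihood test (version 4.0.16 in R 4.3.3) without a block, over all 6 libraries. Gene lists were tested with camera from limma (3.58.1) at a preset correlation of 0.01, and lists with fewer than 3 tested genes were left out, so that 27 of 28 lists were tested. The list left out was that of skeletal muscle markers, of which more genes were tested in the alternatives without a filter and in the authors' table. Members of the lists among the called genes were compared with the other tested genes by Fisher's exact test. Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes. Differences within pairs were taken between the normalized log2 values of the 6-week and the 3-week library of the same replicate number. Alternatives used DESeq2 (1.42.0), limma-voom, fgsea (1.28.0), DESeq2's and upper-quartile size factors in edgeR, other filters on low counts, length-scaled TPM counts, protein-coding genes alone, the authors' normalized table with pseudocounts of 1 and 0.1, the replicate number as a block, and each library left out in turn. Gene lists, the main tests and most alternatives were set before the data were examined, and the alternatives chosen later are named as such where their values are given. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures.

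The replicate numbers pair the libraries. After the mean of each time point was removed, libraries of the same number correlated across genes with r of 0.35, 0.30 and 0.47 for replicates 1, 2 and 3, while the other combinations lay between −0.36 and 0.15. Genes are not independent replicates, and r has no p here. The biological coefficient of variation was 35.9% without and 24.7% with the block, and 30.3% without 3-week replicate 3. The test was tried on simulated counts with 200 changed genes among 13834, of which 99.5% were recovered and 8 unchanged genes were called, at a simulated biological variance of 0.02, below that of the libraries.

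Genes named in the text were chosen by a rule. It took, in each direction, the 5 genes with the largest log2 fold change among those past the threshold with a mean of at least 50 reads and no overlap between the time points, every gene that the paper names, up to 3 called genes of each list at a claim, and every tested gene for glutamate uptake and metabolism. Some genes that this rule chose and a list at a claim are not reported here. Genes named outside this rule are marked as named after their values were seen. Sequence shared between genes was measured as the percent of 31-base words of the last 500 bases of a gene's transcripts that occur in another gene. MSigDB Hallmark gene sets, GO terms, Metascape and protein interaction networks were not used here, and imaging and quantitative PCR experiments were not analysed here.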

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

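Of the tests in this part, those of sequence shared with other genes and all tests on the major histocompatibility complex (MHC) class II genes were chosen after the results were seen. So were the MHC class II, interferon-gamma target and leukocyte lists. The reading of the interferon test as leaving the explanation open was also changed after its value was seen.

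The 6 genes higher in 6-week-old astrocytes past the threshold are outside the genes that the paper's text discusses. Their log2 fold changes were 6.29 for FDCSP, 5.85 for TREM1, 5.20 for AREG, 3.66 for HLA-DQB1, 2.90 for MEDAG and 1.65 for RAB27B. Each was higher in all 3 pairs. With 1 library left out, FDCSP stayed between 5.98 and 6.74, TREM1 between 5.24 and 6.09, AREG between 5.04 and 5.43, MEDAG between 2.78 and 3.03, RAB27B between 1.58 and 1.72 and HLA-DQB1 between 3.45 and 3.89. In the 6 such fits the adjusted p was above 0.05 in 1 for FDCSP and AREG, 2 for MEDAG, 3 for TREM1 and 5 for RAB27B and HLA-DQB1. AREG encodes a ligand of the epidermal growth factor receptor and is in the lists for the senescence-associated secretory phenotype and for EMT and wound healing. With every library reduced to the size of the smallest, all 6 genes remained past the threshold, which argues against a difference in library size. All 6 also remained without the 16 genes that are among the 10 most abundant of any library. The highest share of 31-base words that a called gene has in common with another gene was 0%, which argues against reads from near-identical copies. For TREM1 and HLA-DQB1, leukocytes among the cells of the 6-week cultures were considered, since both genes are expressed by such cells. Of 13 leukocyte markers outside MHC class II, 11 were under 10 reads in every library, PTPRC, TYROBP and LAPTM5 among them, and 8 were at or under the floor, which argues against this source. Grouping of the libraries by chance stays open: 1 of the 10 splits of the 6 libraries, the real one, called as many genes, and the other 9 called 0, with between 99 and 1769 genes at an unadjusted p below 0.05, but 10 splits cannot give a share below 0.1. With the replicate block, the real split gave 229 calls, and the other 3 splits that part all 3 pairs gave 0, with 76 to 843 genes at an unadjusted p below 0.05. A change of expression with culture duration and a change of cell types stay open for the 6 genes, and were not tested.

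The genes of MHC class II rose together, and the paper's text does not discuss them. All 12 of the 15 listed genes that were tested, which include HLA-DQB1 above, were higher in every pair. The mean over the pairs of their median log2 ratio was 2.63 ± 0.59 (SD, n = 3 pairs), with 2.72, 3.16 and 1.99 in pairs 1, 2 and 3, and the median log2 fold change lay between 2.21 and 2.85 over the alternatives. HLA-DRA had 289 to 704 reads in 3-week-old and 1820 to 4156 in 6-week-old astrocytes, and CD74 had 118 to 408 and 842 to 1735. With edgeR over all 6 libraries, HLA-DQB1 was called without the replicate block, and with it HLA-DRA, HLA-DRB1, HLA-DQA2, HLA-DPA1, HLA-DPB1, HLA-DMA and CD74 were past the threshold as well. The 9 genes that share no 31-base words with other genes had a mean of 2.67, which argues against reads from near-identical copies. The same 11 of 13 leukocyte markers under 10 reads argue against leukocytes, since HLA-DRA alone had 1820 reads or more in each 6-week library. A general response to interferon is a possible explanation. The 15 tested interferon-gamma targets outside MHC class II had a mean of 0.011 ± 0.62 (SD, n = 3 pairs), with 4 genes higher and 2 lower in every pair, so that they did not rise as a set. Since members went both ways and the pairs differed, this leaves a response of part of these genes open. The regulator CIITA had a log2 fold change of 1.09 (adjusted p = 0.403, edgeR), but 77.0% of its 31-base words occur in other genes. A change with culture duration stays open as a hypothesis and was not tested on other cultures.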

How the results depend on the processing

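Chosen after the counts and list tests were seen were DESeq2 with transcript length offsets, DESeq2 with the block, without a filter and with both, limma-voom with the block, the addition of transcripts outside v29, the count of list members among the calls of each alternative, fry and the estimated correlation with the block, and each separation of the libraries other than those over all genes and on the authors' table. The number of called genes moved with the test, the filter on low counts and the block, and was 6 upregulated and 0 downregulated genes with DESeq2's size factors and with upper-quartile normalization as with TMM. Upregulated genes numbered 184 with the DESeq2 Wald test, 3 with limma-voom, 92 without a filter on low counts, 126 with the replicate block, 3 with length-scaled TPM counts, and 3 and 16 in the authors' normalized table with pseudocounts of 1 and 0.1. At an adjusted p below 0.01 there were 3. DESeq2 gave 186 with transcript length offsets, 354 with the block, 184 without a filter and 323 with the block and without a filter, and limma-voom with the block gave 214. Downregulated genes numbered 233 with the DESeq2 Wald test, 130 without a filter on low counts, 1 with at least 10 counts in every library, 103 with the replicate block and 9 in the authors' table with a pseudocount of 0.1. DESeq2 gave 224, 294, 238 and 279 in the order above, and limma-voom with the block 213. In edgeR, the biological coefficient of variation was 35.9% without and 24.7% with the block. The cause was not tested further. The share of upregulated genes among the calls was 100% without the block, 55.0% with it and 44.1% with the DESeq2 Wald test. Across the 6 fits that each left out 1 library, upregulated genes ranged from 0 (without 3-week replicate 2) to 162 (without 3-week replicate 3) and downregulated genes from 0 to 242.

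Of the 27 lists, 13 were past the threshold with camera, 6 with fry, 0 with an estimated correlation between genes, and in the fit with the replicate block 2 with fry and 0 with an estimated correlation. Over all lists tested, those at no claim included, the enrichments of called genes for a list, counted per direction in fits chosen for this after seeing the values, numbered 10 with the DESeq2 Wald test, 9 without a filter, 11 with the replicate block, 12 with DESeq2 and transcript length offsets, 19, 13 and 22 with DESeq2 and the block, no filter and both, and 18 with limma-voom and the block. With 1 library left out they ranged from 0 to 11 (without 3-week replicate 3).

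With an estimated correlation, the lists for S phase (−0.61), G2/M (−1.90) and hypoxia and stress (0.26) were no longer past the threshold, nor with it in the fit with the block (−0.62, −1.99 and 0.27). S phase (−0.62) and G2/M (−1.99) were also not past it with fry and the block. With fry and with an estimated correlation alike, the collagen chains (0.61, and 0.71 with the block), the collagen-modifying enzymes (0.37 and 0.41), the nuclear-encoded subunits of oxidative phosphorylation (0.13 and 0.15) and EMT and wound healing (0.30 and 0.33) were not past it. These tests keep the median and weigh the correlation between genes differently.

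Other lists came past the threshold in some settings. Fatty acid metabolism did so without a filter (−0.20), with DESeq2 and the block (−0.14), DESeq2 without a filter (−0.18), DESeq2 with the block and no filter (−0.14) and limma-voom with the block (−0.16). TGF-β response did so with limma-voom (0.41), at least 10 counts in every library (0.19), the replicate block (0.39), DESeq2 with the block (0.40), also without a filter (0.34), and limma-voom with the block (0.37). The contractile and muscle genes did so without a filter (1.51), in the authors' table with pseudocounts of 1 (1.12) and 0.1 (1.06), with DESeq2 without a filter (1.38), also with the block (0.80), with limma-voom and the block (0.31) and with fgsea ranked by log2 fold change (0.30). The first of these settings tested more genes of the list. Ageing did so with the replicate block (0.098), DESeq2 with the block (0.10), also without a filter (0.11), and fgsea ranked by log2 fold change (0.039), and its median was −0.045 with at least 10 counts in every library, where fewer genes were tested. The other ECM genes did so with DESeq2 and the block (0.13), also without a filter (0.16). Where no construction is named, the cause was not tested.

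Medians near 0 reversed. The lipid storage and adipogenesis list was at 0.0023 with limma-voom, 0.034 with at least 10 counts in every library, 0.033 with the replicate block, also with fry and an estimated correlation, 0.049 with DESeq2 and the block, 0.0037 with DESeq2, the block and no filter, and 0.0007 with limma-voom and the block. The astrocyte markers were at 0.012 with limma-voom, 0.072 without a filter, 0.065 and 0.066 in the authors' table, 0.090 with DESeq2 without a filter and 0.16 with the block as well. The epithelial and choroid plexus markers were at 0.33 with limma-voom, 0.41 with at least 10 counts in every library, 0.082 with the replicate block, also with fry and an estimated correlation, and 0.33 with DESeq2 and the block. The genes that the paper names were at 0.011 and 0.011 in the authors' table. MMP9 was at 2.89 with limma-voom, 1.37 with the replicate block, 1.98 and 3.18 in the authors' table, and 2.38 and 2.37 with DESeq2 and the block, with and without a filter. MAP2 was at 0.36 with length-scaled TPM counts, 0.0054 and 0.0044 in the authors' table and 0.36 with DESeq2 and length offsets. TUBB3 was at −0.017 without a filter, −0.0011 with at least 10 counts in every library, −0.0028 with protein-coding genes alone and −0.0045 with transcripts outside v29 added. The cause was not tested.

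Single libraries moved several medians across 0 or across the threshold. Over the 6 fits without 1 library, medians ranged from −0.22 (without 6-week replicate 3) to 0.57 (3-week replicate 3) for other ECM genes, −0.34 (without 6-week replicate 1) to 0.19 (3-week replicate 1) for inflammatory and immune genes and −0.26 (without 3-week replicate 3) to 0.013 (3-week replicate 1) for interferon-stimulated genes. The range of medians was 0.047 (without 3-week replicate 3) to 0.23 (3-week replicate 2) for nuclear-encoded subunits of oxidative phosphorylation, −0.13 (without 3-week replicate 3) to 0.0037 (3-week replicate 2) for mitochondrially encoded subunits and −0.27 (without 3-week replicate 3) to −0.091 (3-week replicate 2) for fatty acid metabolism. Left out in turn, the libraries gave medians of −0.18 (without 3-week replicate 3) to 0.11 (3-week replicate 1) for lipid storage and adipogenesis, −0.0074 (without 6-week replicate 3) to 0.65 (3-week replicate 3) for TGF-β response and −0.13 (without 6-week replicate 3) to 1.05 (3-week replicate 3) for EMT and wound healing. Over the 6 fits without 1 library, medians ranged from −0.58 (without 6-week replicate 3) to 1.18 (3-week replicate 3) for contractile and muscle genes, −0.044 (without 6-week replicate 3) to 0.18 (6-week replicate 1) for ageing and −0.45 (without 6-week replicate 3) to 0.26 (3-week replicate 1) for astrocyte markers. The range of medians was −0.51 (without 3-week replicate 1) to 0.022 (3-week replicate 3) for epithelial and choroid plexus markers and −0.34 (without 3-week replicate 1) to 0.12 (3-week replicate 3) for genes that the paper names. Log2 fold changes of genes that reversed without 1 library ranged from −1.70 (without 3-week replicate 3) to 0.26 (3-week replicate 1) for GFAP, −0.44 (without 6-week replicate 3) to 0.099 (3-week replicate 3) for VIM and −0.20 (without 6-week replicate 1) to 4.28 (3-week replicate 1) for MMP3. The corresponding range was −0.64 (without 3-week replicate 1) to 4.49 (3-week replicate 3) for MMP9, −0.11 (without 3-week replicate 2) to 0.17 (3-week replicate 3) for RELA and −0.67 (without 6-week replicate 2) to 0.35 (6-week replicate 1) for MAP2. Log2 fold changes of genes that reversed without 1 library ranged from −0.22 (without 3-week replicate 1) to 0.34 (3-week replicate 3) for TUBB3, −0.47 (without 6-week replicate 2) to 0.0074 (6-week replicate 3) for SLC25A22 and −0.11 (without 6-week replicate 1) to 0.14 (3-week replicate 1) for SLC25A12. The corresponding range was −0.096 (without 3-week replicate 1) to 0.33 (3-week replicate 3) for SLC25A13.

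The replicate block changed the call or direction of the results named above and of neural progenitor markers, the genes that the paper names, C3, LMNB1, CXCL8, MMP3, MMP9, H2AX, MKI67, SLC7A11 and the MHC class II genes named with it above, and changed no other call among the results reported that have a threshold within reach. The separation of the libraries, which has none, rose from 15.07 to 35.77 with the block. Counting each setting, 760 values of named genes kept direction and side, 69 came past the threshold, 28 fell behind it and 33 reversed. Of the values of lists at the claims, 413 kept direction and side, 32 came past the threshold, 26 fell behind it and 22 reversed. The depth of 4733818 to 7188964 reads on genes limits genes with few reads, such as TREM1, SLC1A1 and SLC38A5.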

Differences from the paper's values

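The paper reports 317 upregulated genes, and the value here is 6 with edgeR and no replicate block. That fit leaves the pairing of the libraries out. With none of the alternatives set before the data were examined was the count within 1.5 times of the paper's. The nearest of them were the DESeq2 Wald test (184), the fit without 3-week replicate 3 (162) and the replicate block (126). It was within that range with the DESeq2 Wald test and the replicate block (354), the same without a filter on low counts (323) and limma-voom with the replicate block (214), all of which were chosen after seeing the values.

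The paper reports 255 downregulated genes, and the value here is 0 in the same unpaired fit. There, 1529 genes of either direction had an unadjusted p below 0.05. Among the alternatives set before the data were examined, the DESeq2 Wald test (233) and the fit without 3-week replicate 3 (242) came within 1.5 times of the paper's count, and the others did not, the replicate block (103) included. Chosen after seeing the values, DESeq2 with transcript length offsets (224), DESeq2 with the replicate block (294), DESeq2 without a filter (238), both together (279) and limma-voom with the block (213) were within that range as well.

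The paper's target was 10 M reads (M, mega), and the deposited counts sum to a median of 5.76 M per library. The alternatives do not change these totals.

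The paper states that the libraries clustered by culture duration in the PCA and in the distance heatmap. Here the first component had a gap of −16.17 between the time points, so that they overlapped, and complete linkage joined both replicate 3 libraries. The gap along the second component was −3.15 over the same 500 genes, −0.43 in the authors' table and 0.93 over all tested genes, so that it parted the time points in the last of these alone. With the replicate block, the mean distance between time points exceeded that within them by 35.77, against 15.07 without it. The paper states that oxidative phosphorylation gene sets were lower at 6 weeks. The hand-written list of nuclear-encoded subunits was higher, with a median log2 fold change of 0.13. None of 29 alternatives gave a median below 0, but some of them change the test alone and keep the median. In pair 2 the median log2 ratio was −0.02. Fry gave an adjusted p of 0.387, and 4 of 10 splits of the libraries, counting the real one, gave as small a p with camera. The list of mitochondrially encoded subunits had a median of −0.08 and was past the threshold in none of the alternatives. The paper reports lower fatty acid metabolism and adipogenesis sets. The fatty acid metabolism list had a median of −0.18, not past the threshold. It was past it without a filter on low counts, without 3-week replicate 3 and without 6-week replicate 2, and with 4 alternatives chosen after seeing the values, DESeq2 with the block, DESeq2 without a filter, both together, and limma-voom with the block. The lipid storage and adipogenesis list was at −0.004 and past the threshold in none of the alternatives.

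The paper reports enrichment of an aging term among the upregulated genes. Of the 56 tested genes of the list written for it, 0 were among the 6 upregulated genes here. By chance 0.0245 were expected, so that this count cannot decide. The tests of list members in other fits were chosen after seeing the values. The list was enriched among the upregulated genes with the replicate block (4 genes, Fisher's exact test, adjusted p = 0.00936), with the DESeq2 Wald test (4 genes, Fisher's exact test, adjusted p = 0.0363), with DESeq2 and the block (7 genes, Fisher's exact test, adjusted p = 0.00278), with DESeq2 and transcript length offsets, with DESeq2 without a filter, with and without the block, and with limma-voom and the block, while the adjusted p was up to 1 over the alternatives. As a whole, the list had a median of 0.04, and was past the threshold with the replicate block, with fgsea ranked by log2 fold change, and with 2 settings chosen after seeing the values, DESeq2 with the block, with and without a filter. Of the terms on ECM and immune responses that the paper reports among the upregulated genes, no list was enriched among the 6 genes called here. So few calls cannot decide, and TREM1 and HLA-DQB1, which leukocytes express, are in none of these lists. The MHC class II genes, a list chosen after the results were seen, rose together, with all 12 tested higher in every pair. Collagen chains were enriched with the replicate block and without 3-week replicate 3. Inflammatory and immune genes were enriched with the replicate block, the DESeq2 Wald test and no filter on low counts. Both were also enriched with DESeq2 and transcript length offsets, DESeq2 without a filter, DESeq2 with the block, both together, and limma-voom with the block. The other ECM genes were enriched among the upregulated genes with DESeq2 and the block, with and without a filter, and with limma-voom and the block. The DESeq2 Wald test placed 6 inflammatory and immune genes among its upregulated and 5 among its downregulated genes, and 7 other ECM genes among the downregulated. The paper reports downregulated genes for cell division. No gene of the G2/M and S phase lists was called here with edgeR, its filter on low counts and no block over all 6 libraries. That fit called 0 downregulated genes of any kind. With the block 22 and 4 genes of these lists were downregulated, and with the DESeq2 Wald test, also without the block, 41 and 7. Both lists were also enriched among the downregulated genes without a filter on low counts, without 3-week replicate 3, and in the 5 fits with DESeq2 or limma-voom that were chosen after seeing the values.

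The figure of the paper's gene set enrichment (Fig. 2D) shows TGF-β signaling and myogenesis as raised and interferon responses as lowered. Here the TGF-β response list was at 0.19, past the threshold with the replicate block (0.39), with limma-voom, with at least 10 counts in every library, without 3-week replicate 3, 6-week replicate 1 or 6-week replicate 2, and, chosen after seeing the values, with DESeq2 and the block, with and without a filter, and limma-voom with the block. The contractile and muscle list was at 0.30, past the threshold without a filter (1.51, and 1.01 with genes at the floor in 1 time point at their bound), in the authors' table with either pseudocount, with fgsea ranked by log2 fold change, without 6-week replicate 1 or 2, and, chosen after seeing the values, with DESeq2 without a filter, with and without the block, and limma-voom with the block. The median of the contractile and muscle list was −0.58 without 6-week replicate 3. That library held 1817 reads of the skeletal muscle markers, against 13 to 26 in each other library. Of these markers, 8 are also in the contractile and muscle list. The interferon-stimulated genes were at −0.12 and past the threshold in none of the alternatives.

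The paper states that transcripts for glutamate uptake and metabolism were lower at 6 weeks. The list written for them had a median of 0.19 with 10 of 16 genes higher, and was past the threshold in none of the alternatives. For SLC1A3 (−1.15), SLC38A1 (−0.83) and GLUL (−0.65), every 6-week library lay below every 3-week library. The reverse held for 4 genes, among them SLC1A1 and SLC38A5 with at most 6 and 8 reads in a 3-week library. With the DESeq2 Wald test and the replicate block, chosen after seeing the values, SLC1A3 and SLC38A1 had an adjusted p of 0.0399 and 0.0166 (DESeq2). With edgeR these were 0.312 and 0.45. GLUL was past an adjusted p of 0.05 in none of the alternatives. SLC38A1 was also past an adjusted p of 0.05 with the block and no filter (adjusted p = 0.0173, DESeq2), chosen after seeing the values. Over the alternatives the adjusted p lay between 0.0399 and 0.869 for SLC1A3 and between 0.0166 and 0.736 for SLC38A1. The gene lists used here stand in for the sets that the paper used and differ from them in membership.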

Other observations

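The tests of 3-week replicate 3 against other libraries, apart from that of library size, and the test on the inflammatory list were chosen after the results were seen. For 3 further tests the reading was changed after the values were known: that of neural progenitor markers from an explanation that the values carry to one that they leave open, the one of mesenchymal markers by adding a condition on their closeness to the matrix lists, and the one of a more advanced culture from a correlation across genes to the position of the S phase list.

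The paper's discussion names raised gene sets for the senescence-associated secretory phenotype (SASP) among the features of these cells, and its results measured SASP genes by quantitative PCR (Fig. 4A-D) in cultures that were not analysed here. Of 55 SASP genes, 40 were higher in 6-week-old astrocytes, with a median log2 fold change of 0.92 (camera, adjusted p = 3.09e-11) and 0.95 ± 0.27 within pairs (SD, n = 3 pairs). Adjusted over the list alone, 12 were higher. Leaving out 1 library gave medians from 0.63 to 1.22. Of 25 senescence regulators, 17 were lower, with a median of −0.25 (camera, adjusted p = 0.000755) and −0.11 without 6-week replicate 3. Of 14 neuron markers, 13 were higher, with a median of 1.39 (camera, adjusted p = 0.000856), which was 0.52 without 6-week replicate 2 (camera, adjusted p = 0.101, and between 1.17e-09 and 0.462 over 29 alternatives). The 3 pluripotency markers tested were all lower (−1.17, camera, adjusted p = 0.00683). The neural progenitor markers were at −0.30 (camera, adjusted p = 0.0563), and past the threshold in 7 of 29 alternatives, with adjusted p between 0.00645 and 0.374 over all of them. These 7 were the block (−0.23, camera, adjusted p = 0.00645), the fits without 3-week replicate 1 (−0.50, camera, adjusted p = 0.0108), without 3-week replicate 2 (−0.72, camera, adjusted p = 0.0369), without 6-week replicate 2 (−0.20, camera, adjusted p = 0.0358) and without 6-week replicate 3 (−0.87, camera, adjusted p = 0.0353), and, chosen after the counts of calls were seen, DESeq2 with the block, with a filter (−0.54) and without one (−0.48). Without 6-week replicate 1 the median was −0.14. The astrocyte markers had a median of −0.18 over 17 genes (camera, adjusted p = 0.826), from −0.45 without 6-week replicate 3 to 0.26 without 3-week replicate 1, and the epithelial and choroid plexus markers one of −0.50 over 8 genes (camera, adjusted p = 0.665), 0.08 with the replicate block, 0.022 without 3-week replicate 3 and −0.16 without 6-week replicate 1, where camera ranked them upward (adjusted p = 0.0139, camera, and up to 0.973 over 29 alternatives). Of the skeletal muscle markers, 13 were tested without a filter on low counts, of which 8 are also in the contractile and muscle list. Their median was 5.40, with 11 higher in 6-week-old astrocytes (camera, adjusted p = 0.0167, and between 5.94e-07 and 0.239 over the 5 alternatives that tested the list). It was 5.70 with DESeq2 without a filter (camera, adjusted p = 5.94e-07) and 1.88 with the block as well (camera, adjusted p = 0.239), both chosen after the counts of calls were seen. Over 10 genes of the authors' table it was 1.76 with a pseudocount of 1 (camera, adjusted p = 0.0269) and 2.58 with one of 0.1 (camera, adjusted p = 0.0552). These medians rest on 6-week replicate 3, which held 1817 reads of these genes against 13 to 26 in each other library, and the highest count of 11 of the 13. Without a filter and without that library, a fit chosen after the list was seen to rise, the median was −1.14 over 7 genes (camera, adjusted p = 0.552), and with each of the other 5 libraries left out it lay between 5.03 and 5.99. In 10 genes every library of 1 time point was at the floor, and with these at their bound the median without a filter was 2.38 over all 6 libraries. Where the reads of that library came from was not tested.

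Of 20 genes that the paper names, 19 were tested, with a median of −0.05 (camera, adjusted p = 0.0355, and between 0.00338 and 0.915 over 29 alternatives), which was −0.17 with the replicate block (camera, adjusted p = 0.406) and 0.12 without 3-week replicate 3. The paper measured several of them by quantitative PCR or staining in cultures that were not analysed here. LMNB1 had a log2 fold change of −1.80 (adjusted p = 0.0847, edgeR), −1.82 with the block (adjusted p = 0.0188, edgeR, and between 2.88e-08 and 0.371 over the alternatives). MKI67 had one of −1.93, H2AX of −1.76, C3 of −2.76 and CXCL8 of 2.50, and with edgeR over all 6 libraries each was past the threshold with the block and not without it. Without the block, each was past it with the DESeq2 Wald test and in edgeR without a filter on low counts, and MKI67, H2AX and C3 were past it without 3-week replicate 3. MMP3 had 2.21, and 1.86 with the block, where it was past the threshold, but −0.20 without 6-week replicate 1, and its 6-week SD of 3122 normalized counts exceeded its mean of 2214. MMP9 (−0.04), IL1B (0.58) and CDKN2A (1.21) were not past the threshold in any setting, and MMP9 reached 4.49 without 3-week replicate 3. GFAP had −1.15 with 3 to 154 reads in a 3-week library and 0.26 without 3-week replicate 1, and the reverse complement of 100% of its 31-base words occurs in transcripts of another gene. CD44 had −1.37 and was past the threshold with the DESeq2 Wald test, and had −1.74 without 3-week replicate 3 (adjusted p = 0.0247, edgeR, and between 0.00947 and 0.71 over the alternatives). NFIB had 1.321, and 2.27 without 3-week replicate 3 (adjusted p = 0.0171, edgeR, and between 9.28e-05 and 0.823 over the alternatives). ACTB had 0.49 (adjusted p = 0.735, edgeR, and between 0.0307 and 0.969 over the alternatives), from 0.11 without 6-week replicate 3 to 1.07 without 3-week replicate 3, and its adjusted p was 0.0442 with DESeq2 and the block, chosen after the counts were seen. SIRT1 had −0.51, from −0.60 to −0.47 without 1 library. VIM (−0.18), RELA (0.02), MAP2 (−0.05) and TUBB3 (0.0003) changed direction without 1 library, and SIRT1 and these 4 were past an adjusted p of 0.05 in none of the alternatives, while 98.9% of the 31-base words of TUBB3 occur in other genes.

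Both cell cycle lists were lower in each pair. After the trend of the log2 ratio with GC content of the 3′ end was removed within each pair, the mean over the pairs was −0.63 for S phase and −1.82 for G2/M, and after that with transcript length −0.60 and −1.80. The trends were small, with an SD over genes of 0.06 and 0.04 on the log2 scale, so that these corrections moved little, and the values argue against either trend as the whole cause. Fewer neural progenitor cells in the 6-week cultures could contribute. The 10 progenitor markers had a mean of −0.62 ± 0.45 (SD, n = 3 pairs), with 4 lower and 1 higher in every pair. The median of the genes' mean log2 ratios over the pairs lay at the 1.04 percentile of 10000 random lists matched on expression. Random lists leave out the correlation between genes. The adjusted p was 0.0563 with camera and 0.123 with fry, and 4 of 10 splits, counting the real one, gave as small a p with camera. Whether the markers fell as a set is therefore left open. Their fall is smaller than that of the G2/M list in each pair, while the S phase list had a mean of −0.62 ± 0.29 (SD, n = 3 pairs), about as large as theirs. How much of the fall of the cell cycle lists goes with theirs is left open. Fewer dividing cells of any type stay open.

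The collagen lists were higher in each pair. With the trend of GC content removed, the mean was 0.68 for the collagen chains and 0.45 for the collagen-modifying enzymes, and with that of transcript length 0.66 and 0.49, which argues against both trends as the whole cause, given how small they were. More mesenchymal or pericyte-like cells in the 6-week cultures are a candidate explanation. Of the mesenchymal and pericyte markers, 14 of 18 were higher (median 1.164, from 0.72 without 6-week replicate 3 to 1.73 without 3-week replicate 3). The 11 outside the matrix lists had a mean of 0.39 ± 0.12 (SD, n = 3 pairs), with 6 higher and 2 lower in every pair. The median of these genes' mean log2 ratios lay at the 99.92 percentile of 10000 random lists matched on expression, which leave out the correlation between genes. The most abundant of them, FOXC1, had 722 to 980 reads in a 3-week and 849 to 1775 in a 6-week library. Their rise is in line with such a change of cell types, which was not measured here, and a change of expression within astrocytes stays open as well. The nuclear-encoded subunits of oxidative phosphorylation have short transcripts, with a median of 782 bases against 2858 for all tested genes. Of 10000 lists matched on transcript length and expression, 0.28% had a median at or above theirs, and the matched lists had a median of 0.05, which argues against transcript length as the whole cause.

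The 3-week replicate 3 lay apart from the other 3-week libraries. At equal depth its distance from 3-week replicate 1 was 118 against 65.8 between 3-week replicates 1 and 2, which argues against library size. A culture further along towards the 6-week state would lower the cell cycle lists. Its S phase list lay at −6.78 percent of the way from the 3-week to the 6-week libraries of pairs 1 and 2 and its G2/M list at 26.0 percent, while its collagen chains lay at 111 and its EMT and wound healing genes at 125 percent. The S phase value argues against a shift of all lists alike. Across genes, which are not independent replicates, its difference from 3-week replicate 1 correlated with the 6-week minus 3-week difference of pair 2 at r = 0.43, and with the difference of 6-week replicate 3 from 6-week replicate 2 at r = 0.39, which uses other libraries. For reference, the 6-week minus 3-week differences of pairs 1 and 2 correlated at r = 0.64. The second value is consistent with a difference between batches that both replicate 3 libraries share. What that difference is was not tested.

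The inflammatory and immune list had a median near 0, and its members moved in opposite directions, with 18 genes higher and 15 lower in every pair. A median near 0 already places members on both sides, so these counts do not give its cause. The list's median log2 ratio also differed in direction between pairs, at −0.34, −0.54 and 0.64 in pairs 1, 2 and 3. Its median was 0.19 without 3-week replicate 1 and −0.32 without 3-week replicate 3, each past the threshold. Grouping of the libraries by chance was weighed for the lists. Of the 10 splits of the 6 libraries, 2 moved at least as many of the 27 lists past the threshold, the real one with 13 and 1 other with 14, so that the number of lists alone could have come from other groupings, and 10 splits cannot give a share below 0.1. The split with 14 put 6-week replicate 1 in place of 3-week replicate 3. No other split gave as small a p (1 of 10) for the lists of S phase, G2/M, collagen-modifying enzymes and SASP. The same held for senescence regulators, pluripotency markers and genes that the paper names. Counting the real split, 2 of 10 gave as small a p for collagen chains, hypoxia and stress, and mesenchymal and pericyte markers. It was 4 of 10 for nuclear-encoded subunits of oxidative phosphorylation and for EMT and wound healing, and 5 of 10 for neuron markers. With the replicate block, 15 lists were past the threshold in the real split and 7, 8 and 11 in the other splits that part all 3 pairs.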
